# Comparison of splenocyte microRNA expression profiles of pigs during acute and chronic toxoplasmosis

**DOI:** 10.1186/s12864-019-5458-y

**Published:** 2019-01-30

**Authors:** Zhaofeng Hou, Dandan Liu, Shijie Su, Lele Wang, Zhenxing Zhao, Yifei Ma, Qiaoqiao Li, Chuanli Jia, Jinjun Xu, Yonghua Zhou, Jianping Tao

**Keywords:** Host regulation, microRNA, Pig, Spleen, *Toxoplasma gondii*, Acute and chronic infection

## Abstract

**Background:**

*Toxoplasma gondii* is an obligate intracellular parasite that infects humans and other warm-blooded animals. Previous quantitative proteomic analyses of infected host cells revealed that the expression of many host proteins is modulated by *T. gondii* infection. However, at present limited data are available on the differentially expressed miRNAs (DEMs) associated with the pathology and host immune responses induced by acute and chronic infection with *T. gondii* in pigs in vivo. In this study, high-throughput sequencing was used to investigate expression profiles of spleen miRNAs at 10, 25 and 50 days post-infection (DPI) in pigs infected with Chinese I genotype strain *T. gondii* isolated from a dead pig.

**Results:**

When compared to the control group, 34, 6 and 86 DEMs were found in spleens of infected pigs at 10, 25 and 50 DPI, respectively. Gene Ontology (GO) enrichment analysis of the target genes of DEMs showed that no GO terms were enriched at 25 DPI, whereas 28 and 241 GO terms, of which two and 215 were sample-specific, were significantly enriched at 10 and 50 DPI, respectively. The top 20 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the target genes of DEMs included signal transduction, immune system, metabolism and diseases. miRNA–gene network analysis revealed that the DEMs played important roles in the host immune response to *T. gondii* infection by modulating expression levels of cellular immunity-related cytokines and immune-related C-type lectins.

**Conclusion:**

Our results not only showed that host miRNA expression is altered by *T. gondii* but also revealed differences in the regulation of key biological processes and pathways involved in host responses to acute versus chronic *T. gondii* infection. This will aid future research into miRNA-target interactions during *T. gondii* infection in pigs and the development of novel therapies against *T. gondii*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5458-y) contains supplementary material, which is available to authorized users.

## Background

Toxoplasmosis, caused by *Toxoplasma gondii*, is one of the most prevalent parasitic zoonotic diseases in the world. *T. gondii* infection can cause the acute onset of toxoplasmosis and death in pigs. Ingestion of porcine meat containing persistent tissue cysts is considered to be the major source of *T. gondii* infection in humans [1]. The distribution of *T. gondii* genotypes varies worldwide. The Chinese I genotype strain (ToxoDB #9) is predominant in China [2].

RNA silencing through the action of microRNAs (miRNAs) plays a major role in innate antiviral and antibacterial defenses in plants, insects and animals [3]. Initially reported in *Caenorhabditis elegans* [4], miRNAs are involved in the regulation of gene expression primarily by binding to the 3′ untranslated regions of target mRNAs, where they repress translation or affect the translation process by inducing mRNA cleavage [5]. A growing body of evidence has demonstrated that parasites promote modifications to host miRNAs, underscoring the importance of miRNAs in parasite-host interactions. After invading host cells, parasites may regulate gene expression in target cells [6–9], including specialized immune cells such as macrophages and dendritic cells (DCs) [10], to ensure parasite growth and persistence. Microarray analysis has demonstrated that 24 h post-*T. gondii* infection, over 15% of mRNAs in primary human foreskin fibroblasts display altered abundance relative to uninfected cells [11]. These changes may be explained in part by the differences in host miRNA expression induced by *T. gondii* infection. Zeiner et al. [12] found that miR-17-92 and miR-106b-25, which are known to play crucial roles in apoptosis and G1/S cell cycle transition pathways, were upregulated by the host in response to *T. gondii* infection [13]. Similarly, a subset of miRNA genes, including miR-30c-1, miR-125b-2, miR-23b-27b-24-1 and miR-17-92 cluster genes, are transactivated through promoter binding of STAT3 following *T. gondii* infection in human macrophages [14].

*T. gondii* develops sophisticated strategies to manipulate hosts for efficient intracellular survival [15]. A recent study showed that different *T. gondii* strains differed in their ability to induce host immune responses and signaling pathways [16]. For example, only type II strains were found to upregulate expression of miR-146a, a key immune and inflammatory response regulator. In contrast, another study showed that miR-155 was induced by all *T. gondii* strains assessed [17]. Different *T. gondii* genotypes may also differ in their ability to alter host miRNA expression levels [17].

Studies of the interactions between the host and the Chinese I genotype strain of *T. gondii* are currently very limited. Although alterations to host cells harboring *T. gondii* have been documented at the cellular level, little is known about how the parasite manipulates host cells in vivo. Because the spleen is at the center of humoral and cellular immunity, any functional changes to spleen cells may affect the immune status of the host. Changes in miRNA expression in the spleen following acute *T. gondii* infection have been reported [18]. However, little is known about the status and functions of the spleen during chronic *T. gondii* infection [19]. Information on changes in miRNA expression in the porcine spleen after acute and chronic *T. gondii* infection are also lacking. Therefore, the objective of the present study was to analyze changes in miRNA expression in the porcine spleen after acute and chronic infection with the Chinese I genotype strain of *T. gondii* using next-generation sequencing technology and bioinformatics analysis. Our results provide novel insights into the role of miRNAs in the response to *T. gondii* infection in vivo and will further our understanding of the interactions between the host and *T. gondii.* This will aid future research into the development of novel therapies against *T. gondii*.

## Results

### Clinical symptoms, histopathological examination and PCR detection

All inoculated pigs developed fever beginning 24 h after inoculation with *T. gondii* and peaking at 3–6 DPI. Fever was accompanied by shivering, anorexia, poor mental state and dyspnea. Three pigs died of *T. gondii* infection between 8 and 10 DPI. The principle lesions observed were severe edema, hemorrhage and necrosis in parenchymatous organs, including brain, lung, liver, lymph nodes and spleen. Microscopic lesions included hepatocellular degeneration, mononuclear cell infiltration and alveolar type II epithelial cell hyperplasia in the lung, damaged and destroyed splenic corpuscles and lymphocytopenia in the spleen (Fig. 1). No clinical symptoms were observed in pigs 20 DPI. No lesions were observed in pigs 25 or 50 DPI.

**Fig. 1:**
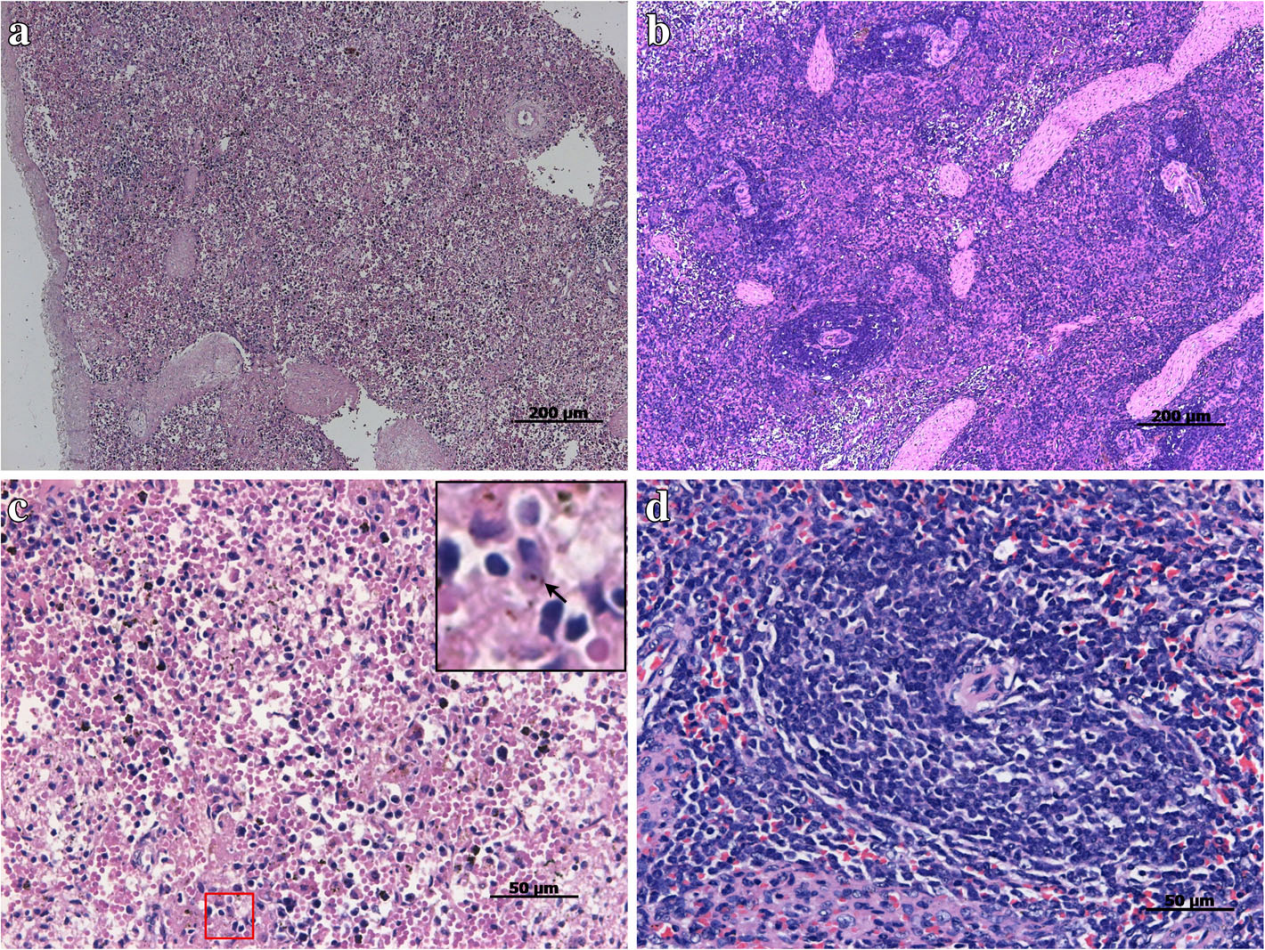
Histopathology of tissue sections prepared from pig spleens by HE staining. **a** and (**c**) represents the spleens prepared from pigs in the infected group. **b** and (**d**) represents the spleens prepared from pigs of the control group. The part marked with a red box in (**c**) was enlarged, and *T. gondii* tachyzoites were indicated with an *arrow*. **a** and (**b**), bar = 200 μm; (**c**) and (**d**), bar = 50 μm

PCR results showed that all tissues collected at 10 DPI, and brain, lungs and lymph nodes collected at 25 DPI, were *T. gondii*-positive. However at 50 DPI, only brain tissue was positive for *T. gondii* by PCR. *T. gondii* tissue cysts were also found in the brain at this time point by microscopic examination, suggesting that *T. gondii* had established a chronic infection. No clinical symptoms or lesions were observed in the control group at any point during the study.

### Profile of sequencing data

In the infected group, a total of 13,929,425, 13,143,459 and 11,569,642 raw reads were obtained from SI-10, SI-25 and SI-50 sRNA libraries, respectively. 

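Small RNA libraries were sequenced from spleen RNA of pigs, with RNA of 3 pigs pooled equally for each library. SI-10, SI-25 and SI-50 came from pigs injected intravenously with 50000000 tachyzoites of the YZ-1 strain and killed at 10, 25 and 50 DPI. SC-10, SC-25 and SC-50 came from pigs injected with PBS and killed on the same days. Each group at each time point was thus measured in 1 library, and the differences between libraries have no replicate check. The authors aligned the clean reads to the pig genome with Bowtie without mismatch, assigned them to mature miRNAs of miRBase or to precursors predicted with miREvo and miRDeep2, and deposited for every detected mature miRNA the read count and a value in TPM. The counts summed to 6234064 reads in SI-10, 5093342 in SI-25, 4687336 in SI-50, 2835441 in SC-10, 4712268 in SC-25 and 6007680 in SC-50. The deposited TPM values equalled the count divided by this sum and multiplied by 1000000, so they are relative to miRNA reads and not to all clean reads. Against the clean reads of Table 1, the miRNA reads made up 45.4% of SI-10, 39.8% of SI-25, 41.0% of SI-50, 20.3% of SC-10, 41.2% of SC-25 and 46.5% of SC-50. One read was worth 0.353 TPM in SC-10 and 0.160 TPM in SI-10, and 3 reads, taken as the smallest amount that a library can show, were worth 1.06 TPM in SC-10 and 0.481 TPM in SI-10. For the comparison of 2 libraries, TMM factors were computed from their counts, the normalised reads were the counts per 1000000 miRNA reads divided by the factor, zeros were replaced by 0.5 normalised reads, and the MA-plot test of DEGseq was applied with Storey q values over all miRNAs with at least 1 read in either library. The thresholds were those of the methods, q under 0.01 and an absolute log2(fold change) above 1. This test compares the reads of 2 libraries, not the conditions, and its error and the standard errors given with log2(fold change) cover counting error only, since reads amplified by PCR are not independent molecules.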

In the control group, 14,250,850, 11,741,170 and 13,207,225 raw reads were obtained from SC-10, SC-25 and SC-50 sRNA libraries, respectively. After removing low-quality reads and masking adaptor sequences, clean reads were obtained from the six sRNA libraries (Table 1). The majority of the sRNAs were 20–24 nt in length.

**Table 1:** The list of data filtering (%)

Library	Total reads	N% > 10%	Low quality	5′ contamine	3′ null or insert null	With ployA/T/G/C	Clean reads
SI-10	13,929,425 (100.00)	611 (0.00)	27,246 (0.20)	480 (0.00)	156,647 (1.12)	8824 (0.06)	13,735,617 (98.61)
SI-25	13,143,459 (100.00)	102 (0.00)	11,794 (0.09)	625 (0.00)	317,578 (2.42)	13,064 (0.10)	12,800,296 (97.39)
SI-50	11,569,642 (100.00)	135 (0.00)	10,968 (0.09)	140 (0.00)	120,137 (1.04)	4400 (0.04)	11,433,862 (98.83)
SC-10	14,250,850 (100.00)	530 (0.00)	29,766 (0.21)	695 (0.00)	209,549 (1.47)	28,198 (0.20)	13,982,112 (98.11)
SC-25	11,741,170 (100.00)	104 (0.00)	10,780 (0.09)	481 (0.00)	286,719 (2.44)	10,845 (0.09)	11,432,241 (97.37)
SC-50	13,207,225 (100.00)	559 (0.00)	40,020 (0.30)	993 (0.01)	228,722 (1.73)	5731 (0.04)	12,931,200 (97.91)

Between 87.41 and 92.74% of sRNA tags from the six libraries were aligned with the pig genome. Sequences of repeats, exons, introns and other non-coding RNAs, including tRNA, rRNA, snRNA and snoRNA, were successfully annotated. A total of 27.64–36.94% of the reads were unique and unique reads were predominantly exon^+^. Moreover, 0.48–1.73% of the unique reads from each library were identified as known miRNAs and 0.02–0.07% were predicted to be novel miRNAs (Fig. 2). 

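The 6 libraries together listed 505 mature miRNAs, of which 307 were known in miRBase and 198 were predicted. The known miRNAs were assigned to 237 precursors and the predicted miRNAs to 198 precursors. In single libraries, between 279 known miRNAs in SI-50 and 295 in SC-25 were read at least once, and between 68 predicted miRNAs in SI-50 and 121 in SC-50. The predicted miRNAs carried few reads. They held 0.00489% of the miRNA reads in SI-50 and 0.0108% in SC-50, the lowest and the highest share among the libraries. The median over the predicted miRNAs of the highest count in any library was 2 reads, and 20 of the 198 predicted miRNAs had 10 or more reads in at least 1 library. Of the predicted precursors, 173 lie on assembled chromosomes of Sscrofa10.2 and 25 on unplaced scaffolds.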

A total of 307 known and 198 novel mature miRNAs, corresponding to 237 and 198 precursors, respectively, were identified with a BLAST search against the miRBase or by recognition of standard stem-loop structures (Table 2). Of these mature miRNAs, 260 known and 25 novel miRNAs were shared amongst the six libraries. 

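At least 1 read in each of the 6 libraries was found for 260 known and 25 predicted miRNAs, and miRNAs read in all libraries held 99.99% of all miRNA reads. The number depended on the reads asked for. With at least 3 reads in every library, 238 known and 11 predicted miRNAs remained, and with at least 10 reads in every library 205 known and 0 predicted miRNAs remained. A further 57 predicted and 7 known miRNAs were read in 1 library only.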

Thirteen of the 20 most abundant miRNAs in each sample, including ssc-miR-30a-5p, ssc-miR-143-3p, ssc-let-7a, ssc-miR-26a, ssc-miR-145-5p, ssc-miR-148a-3p, ssc-let-7f, ssc-miR-126-3p, ssc-miR-27b-3p, ssc-miR-21, ssc-let-7i, ssc-let-7 g and ssc-miR-30d were expressed in all six libraries (Additional file 1: Table S1). 

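Ranked by TPM, 13 miRNAs were among the 20 most abundant of every library, and 26 different miRNAs appeared in at least 1 of the lists of 20. The 13 miRNAs held between 71.3% of the miRNA reads in SC-25 and 80.4% in SI-10. The most abundant was ssc-miR-143-3p in every library but SI-10, with 152923 TPM in SC-50, 239699 TPM in SI-25, 247446 TPM in SC-25, 277685 TPM in SC-10 and 398555 TPM in SI-50. In SI-10, ssc-miR-21 ranked first with 354968 TPM, or 35.5% of the miRNA reads (95% Wilson interval 35.5 to 35.5%), and its value was 43335 TPM in SC-50. The precursor of ssc-miR-21, MIR21, lies on chromosome 12 of Sscrofa11.1 from 36065267 to 36065358, and MIR143 lies on chromosome 2 from 150578738 to 150578817, inside the span of the gene IL17B. Members of the let-7 family reached their highest values in SC-50, where ssc-let-7a had 36238 TPM against 8074 to 17347 TPM in the other libraries. Reads of let-7 members and of other near-identical miRNAs could be split between copies by the counting. With all let-7 members taken as 1 miRNA, and likewise the 3p miRNAs of the miR-199 precursors and miRNAs of identical sequence, 12 were shared among the lists of 20.

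**Figure D1:**
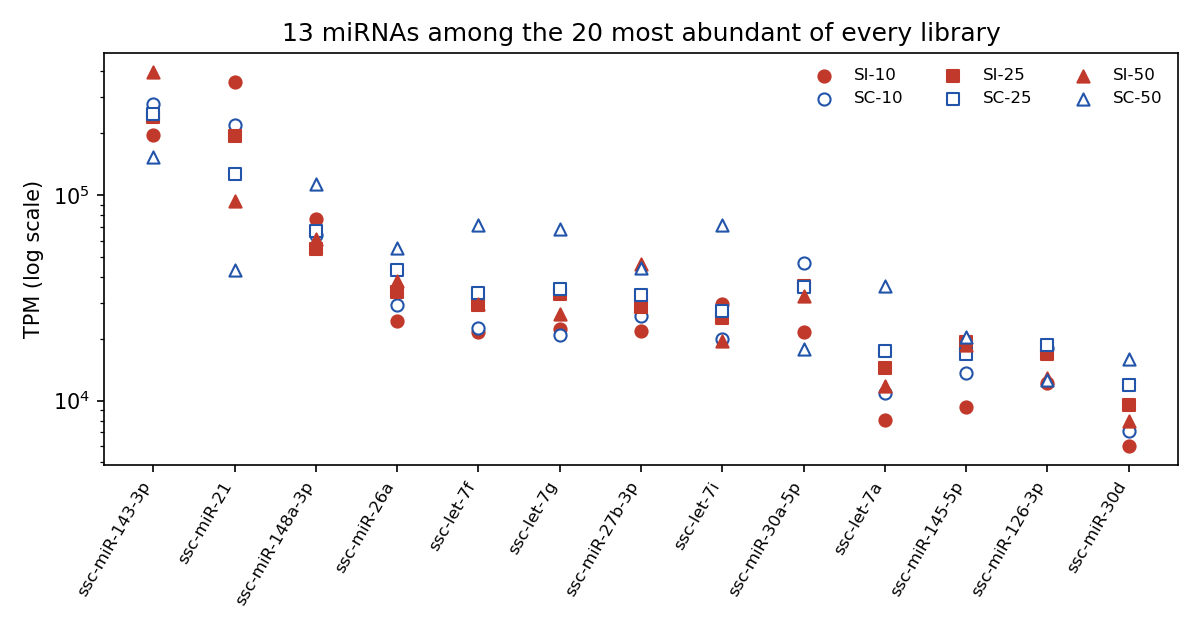
TPM on a log scale of the 13 miRNAs that were among the 20 most abundant of every library, with filled red symbols for infected and open blue symbols for control libraries and 1 point per library. The spread of ssc-miR-21 reaches from 43335 TPM in SC-50 to 354968 TPM in SI-10, and the let-7 members have their highest point in SC-50.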

Of the 307 known and 198 novel mature miRNAs, 309 miRNAs were classified into 157 miRNA families.

**Fig. 2:**
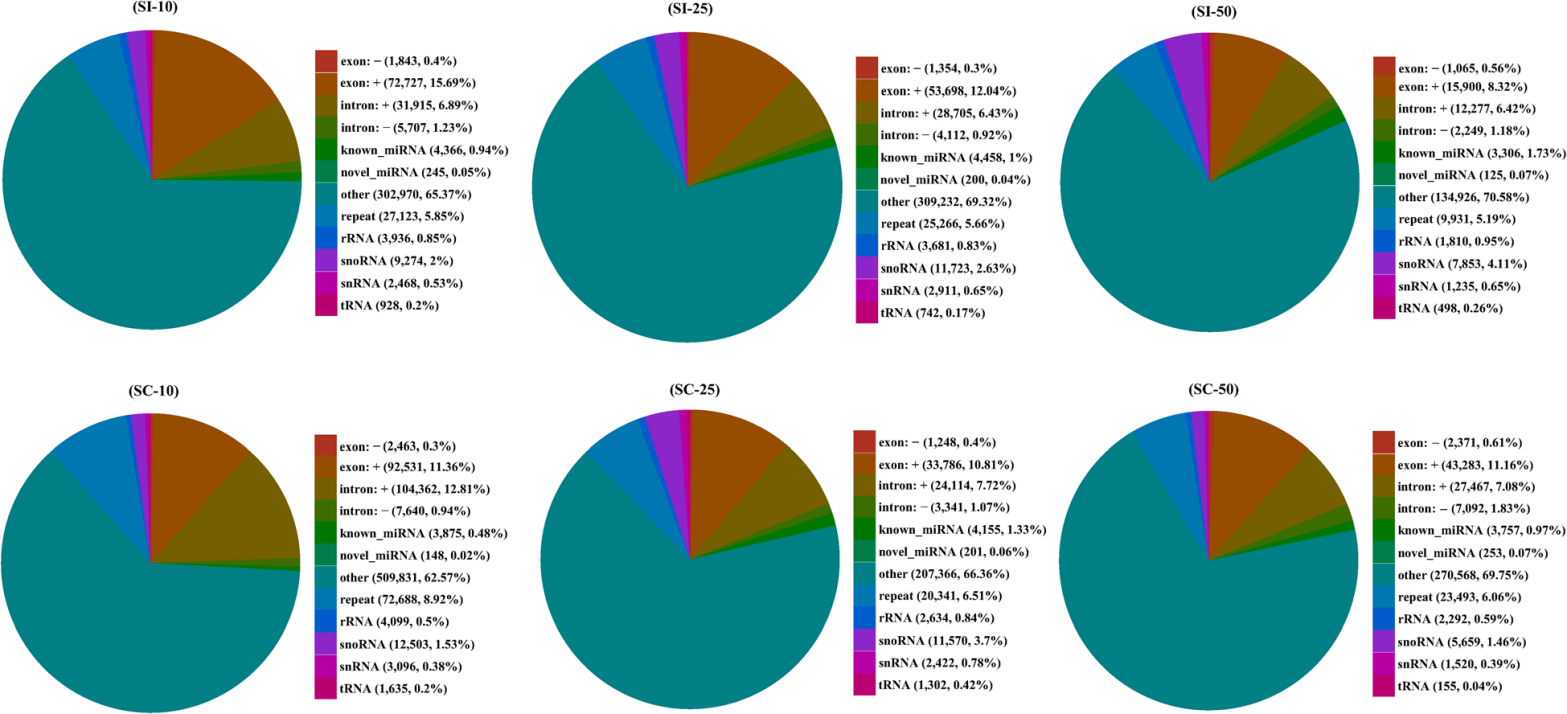
The annotation statistics of the unique reads from samples in each group. ‘exon +’ or ‘exon -’ represents small RNA derived from sense or antisense of exon, respectively; ‘intron +’ or ‘intron -’ represents small RNA derived from sense or antisense of intron, respectively; ‘other’ represents the unannotated small RNA

**Table 2:** The known and novel miRNAs mapped in pig genome

miRNA	Types	Total	sRNA Libraries					
			SI-10	SI-25	SI-50	SC-10	SC-25	SC-50
Known miRNAs	Mapped mature	307	291	289	279	285	295	282
	Mapped hairpin	291	282	278	273	272	282	277
	Mapped unique sRNA	23,917	4366	4458	3306	3875	4155	3757
	Mapped total sRNA	29,387,126	6,220,575	5,053,714	4,663,061	2,825,377	4,676,267	5,948,132
Novel miRNAs	Mapped mature	198	110	105	68	78	98	121
	Mapped star	53	27	17	17	21	19	27
	Mapped hairpin	212	126	113	79	92	106	129
	Mapped unique sRNA	1172	245	200	125	148	201	253
	Mapped total sRNA	2697	534	422	255	325	450	711

### Differentially expressed MiRNAs in spleens of infected and control pigs at different time points

To examine the gene expression patterns of miRNAs in different samples, pearson correlation coefficients were used to estimate expression levels. 

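Pearson's r was computed for the 15 pairs of libraries over log10(TPM + 1) of the 505 miRNAs. It describes agreement across miRNAs, which are not independent replicates, so no p value is given. The lowest r was 0.949, between SC-10 and SC-50, and the highest was 0.995, between SI-25 and SC-25. Squared, these coefficients were 0.900 and 0.990. The 5 pairs that include SC-50 had r from 0.949 to 0.969, and the 10 pairs without SC-50 had r from 0.986 to 0.995. Between the infected and control libraries of 1 time point, r was 0.987 at 10 DPI, 0.995 at 25 DPI and 0.969 at 50 DPI. Without the log scale the lowest r over the 15 pairs was 0.599, the alternative that moved it most. This lowest value need not come from SC-10 and SC-50.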

The correlation coefficients ranged from 0.90 for SC-10 versus SC-50 to 0.99 for SI-25 versus SC-25 (Fig. 3). A total of 109 unique pig-encoded miRNAs were significantly differentially expressed between the infected and control samples at the three time points (*q* < 0.001), including two novel miRNAs from SI-10 (ssc-novel-154 and ssc-novel-882) and one novel miRNA from SI-50 (ssc-novel-262). 

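Over the 3 time points, 105 different miRNAs passed both thresholds when q was taken over all miRNAs read in either library. Under q below 0.001 in place of 0.01, the number of DEMs was 30 at 10 DPI, 5 at 25 DPI and 76 at 50 DPI. The 2 predicted miRNAs at 10 DPI were both lower in SI-10. The miRNA novel_154, from chromosome 7 of Sscrofa10.2 between 13040377 and 13040485 on the minus strand and with the mature sequence GUGGUUAGUACUCUGCCUUA, had 24 reads in SI-10 and 79 in SC-10, a log2(fold change) of -2.64 (counting standard error 0.34, q = 2.9e-05). Its value in SC-10 was 27.9 TPM, against 0 to 4.27 TPM in the other 5 libraries, and against the geometric mean of the 3 control libraries the log2(fold change) in SI-10 was 0.73. It had 0 reads in SC-50, so the size of the 0.73 depends on the number put in place of that 0. The miRNA novel_882, from chromosome 17 between 46905404 and 46905512, had 10 reads in SI-10 and 36 in SC-10, a log2(fold change) of -2.77 (counting standard error 0.52, q = 0.0072). At 50 DPI, novel_262, from chromosome 8 between 121328869 and 121328979, had 3 reads in SI-50 and 47 in SC-50. Its log2(fold change) was -3.001 (counting standard error 0.86) with q = 0.019 over all miRNAs read in either library, which is above 0.01. Set against the geometric mean of the 3 control libraries, novel_882 had -0.70 in SI-10 and novel_262 had -1.39 in SI-50. This mean includes the control library of the same time point. At 10 and 25 DPI it also brings in SC-50, the library with the lowest r to the others. The values against this mean use TMM factors over all 6 libraries and mix controls of 3 time points.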

Compared with the control groups at the same time point, 34, 6 and 86 unique miRNAs were identified as DEMs in SI-10, SI-25 and SI-50 samples, respectively (Fig. 4a; Additional files 2, 3 and 4: Tables S2–S4). 

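At 10 DPI, 34 miRNAs passed both thresholds among 434 tested, with 22 higher and 12 lower in SI-10. At 25 DPI the number was 5 among 440 tested, with 4 higher and 1 lower in SI-25. At 50 DPI it was 83 among 434 tested, with 42 higher and 41 lower in SI-50. The log2(fold change) of the DEMs ranged from -4.56 to 2.04 at 10 DPI, from -1.23 to 1.44 at 25 DPI and from -3.28 to 6.84 at 50 DPI. Among miRNAs with 10 or more reads in at least 1 of the 2 libraries, 74.2%, 90.1% and 51.8% stayed within a log2(fold change) of 1 in either direction at the 3 time points. The largest increases at 10 DPI were those of ssc-miR-138 (2.04), ssc-miR-221-5p (1.86) and ssc-miR-210 (1.75) on the log2 scale, and the largest decreases those of ssc-miR-4332 (-4.56), ssc-miR-184 (-3.01) and novel_882 (-2.77). In SI-10 against the geometric mean of the 3 control libraries, the values were 2.63 for ssc-miR-138, 1.15 for ssc-miR-221-5p, 2.36 for ssc-miR-210, -0.28 for ssc-miR-4332, -3.73 for ssc-miR-184 and -0.70 for novel_882. The count of ssc-miR-4332 was 125 reads in SC-10 and 10 in SI-10, and 0 to 44.1 TPM over the libraries. Where a control library had 0 reads of it, its -0.28 depends on the number put in place of that 0. At 25 DPI the DEMs were ssc-miR-146b (1.44), ssc-miR-182 (1.29), ssc-miR-122 (1.25), ssc-miR-144 (1.104) and ssc-miR-127 (-1.23). At 50 DPI the largest increases were those of ssc-miR-19b (6.84), ssc-miR-19a (6.15) and ssc-miR-144 (5.83), and the largest decreases those of ssc-miR-184 (-3.28), ssc-miR-127 (-2.87) and ssc-miR-129a-5p (-2.46). The count of ssc-miR-19b was 2280 reads in SI-50 and 39 in SC-50. The spread between replicates is not measured by the test. When a biological coefficient of variation of 0.4 was assumed in edgeR's exact test, 1, 0 and 14 miRNAs passed, the smallest numbers among the alternatives together with those under a log2(fold change) threshold of 2 at 25 DPI. The MA-plot test between libraries of equal infection status gave 17 to 120 miRNAs, with 120 between SC-10 and SC-50, 90 between SC-25 and SC-50 and 21 between SC-10 and SC-25. From the comparisons of infected with control libraries at 10, 25 and 50 DPI, the paper concludes that more miRNAs differed at 50 DPI than at the earlier time points.

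**Figure D2:**
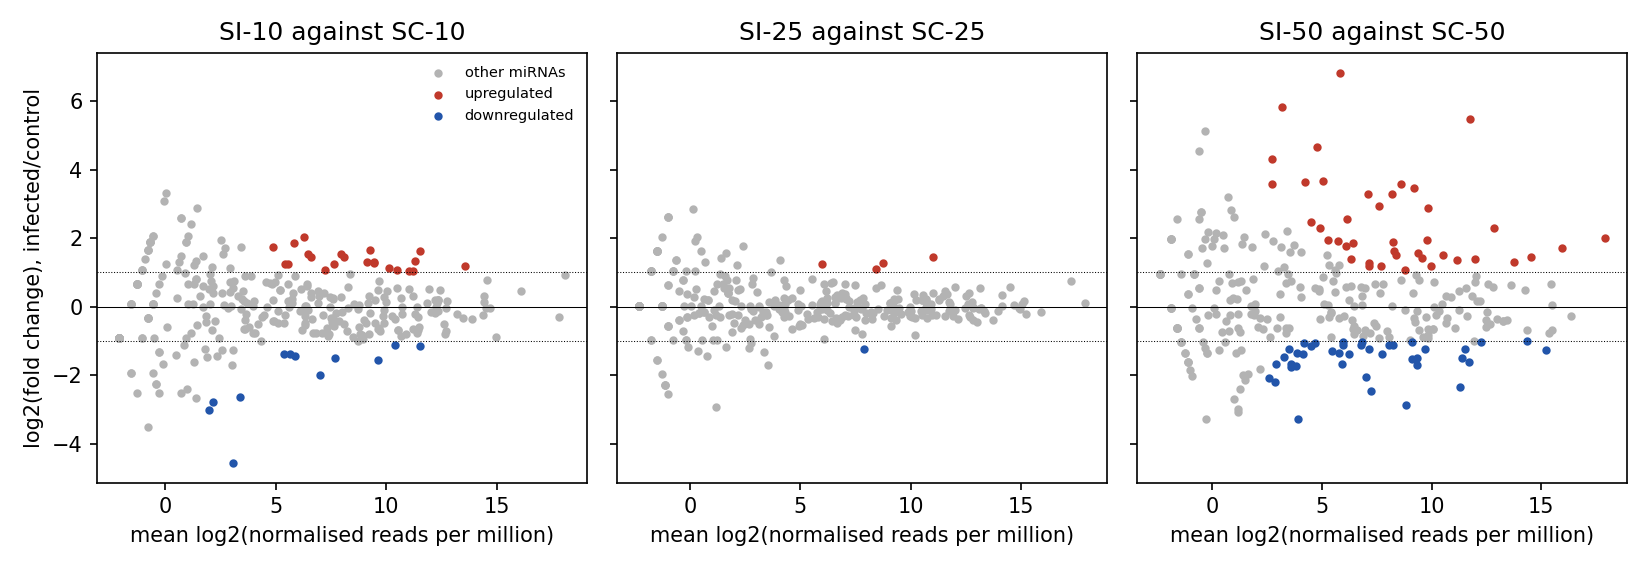
The log2(fold change) of infected over control against the mean log2 normalised reads at 10, 25 and 50 DPI, with 1 point per miRNA read in both libraries and miRNAs past both thresholds in red (upregulated) and blue (downregulated). Dotted lines mark a log2(fold change) of 1 in either direction, and the points at 50 DPI are the most widely spread.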

A total of 115 DEMs were identified to be sample-specific, including 30 from SI-10, 3 from SI-25 and 82 from SI-50. 

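With a miRNA counted as specific when it passed the thresholds in 1 direction at 1 time point only, 111 DEMs were specific, with 30 at 10 DPI, 2 at 25 DPI and 79 at 50 DPI. In this way of counting, a miRNA that rose at 1 time point and fell at another can count for each of them. There were 11 miRNAs with opposite directions, among them ssc-miR-127, ssc-miR-151-3p, ssc-miR-221-3p, ssc-miR-222, ssc-miR-133b, ssc-miR-195 and ssc-miR-374a-5p. Of these, ssc-miR-127 fell at both 25 and 50 DPI and so counts as specific at 10 DPI only. With a miRNA counted as specific only when it was a DEM at no other time point in either direction, 90 were specific, with 20 at 10 DPI, 1 at 25 DPI and 69 at 50 DPI.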

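Of the 68 upregulated DEMs summed over the time points, ssc-miR-144 was the 1 miRNA found in all infected libraries. MIR144 lies on chromosome 12 of Sscrofa11.1 from 45088958 to 45089033, inside the span of the gene ERAL1, and its mature sequence in the data is UACAGUAUAGAUGAUGUAC. At 10 DPI it had 6352 reads in SI-10 and 1058 in SC-10, a log2(fold change) of 1.66 (counting standard error 0.05, q = 1.1e-68). At 25 DPI it had 2457 reads in SI-25 and 1171 in SC-25, with a log2(fold change) of 1.104 (counting standard error 0.05, q = 3.1e-17). At 50 DPI it had 69.1 normalised reads in SI-50 and 1.21 in SC-50, the latter from 9 reads, and the log2(fold change) was 5.83 (counting standard error 0.49, q = 2.0e-14). In TPM its values fell with time in the infected libraries, from 1019 in SI-10 to 482 in SI-25 and 55.9 in SI-50, and in the control libraries from 373 in SC-10 to 249 in SC-25 and 1.498 in SC-50. Set against the geometric mean of the 3 control libraries, ssc-miR-144 had a log2(fold change) of 4.67 in SI-10, 3.23 in SI-25 and 0.71 in SI-50, the last below the threshold of 1. The 1.498 TPM of SC-50 lowers this mean far below SC-10 and SC-25 and so raises all 3 values. In TPM, SI-50 lay below both SC-10 and SC-25. Without TMM factors, 0 miRNAs passed the thresholds upward at all 3 time points. The log2(fold change) of ssc-miR-144 was then 1.45 at 10 DPI, 0.957 at 25 DPI and 5.22 at 50 DPI, so only 25 DPI fell below 1.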

Of the 69 upregulated DEMs, one (ssc-miR-144) was found in all infected samples. 

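The downregulated DEMs summed to 54 over the time points, with 12 at 10 DPI, 1 at 25 DPI and 41 at 50 DPI, and 0 were common to all infected libraries. The 1 downregulated DEM at 25 DPI was ssc-miR-127, which was also downregulated at 50 DPI and had a log2(fold change) of 1.54 at 10 DPI.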

None of the 57 downregulated DEMs were common to all infected samples (Fig. 4b).

**Fig. 3:**
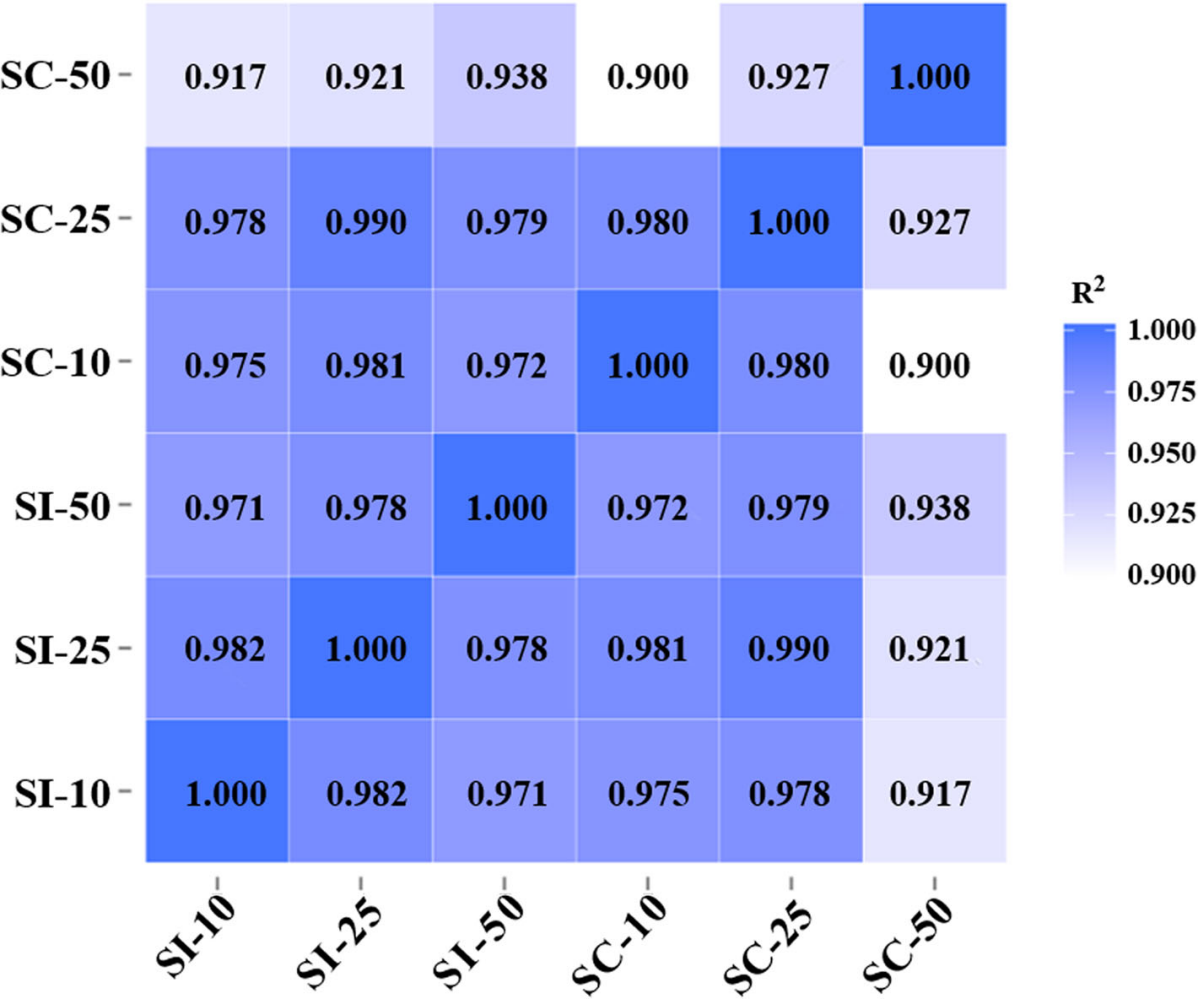
The correlation analysis between samples in different groups. Pearson correlation coefficients were calculated to estimate the association of expression levels between samples

**Fig. 4:**
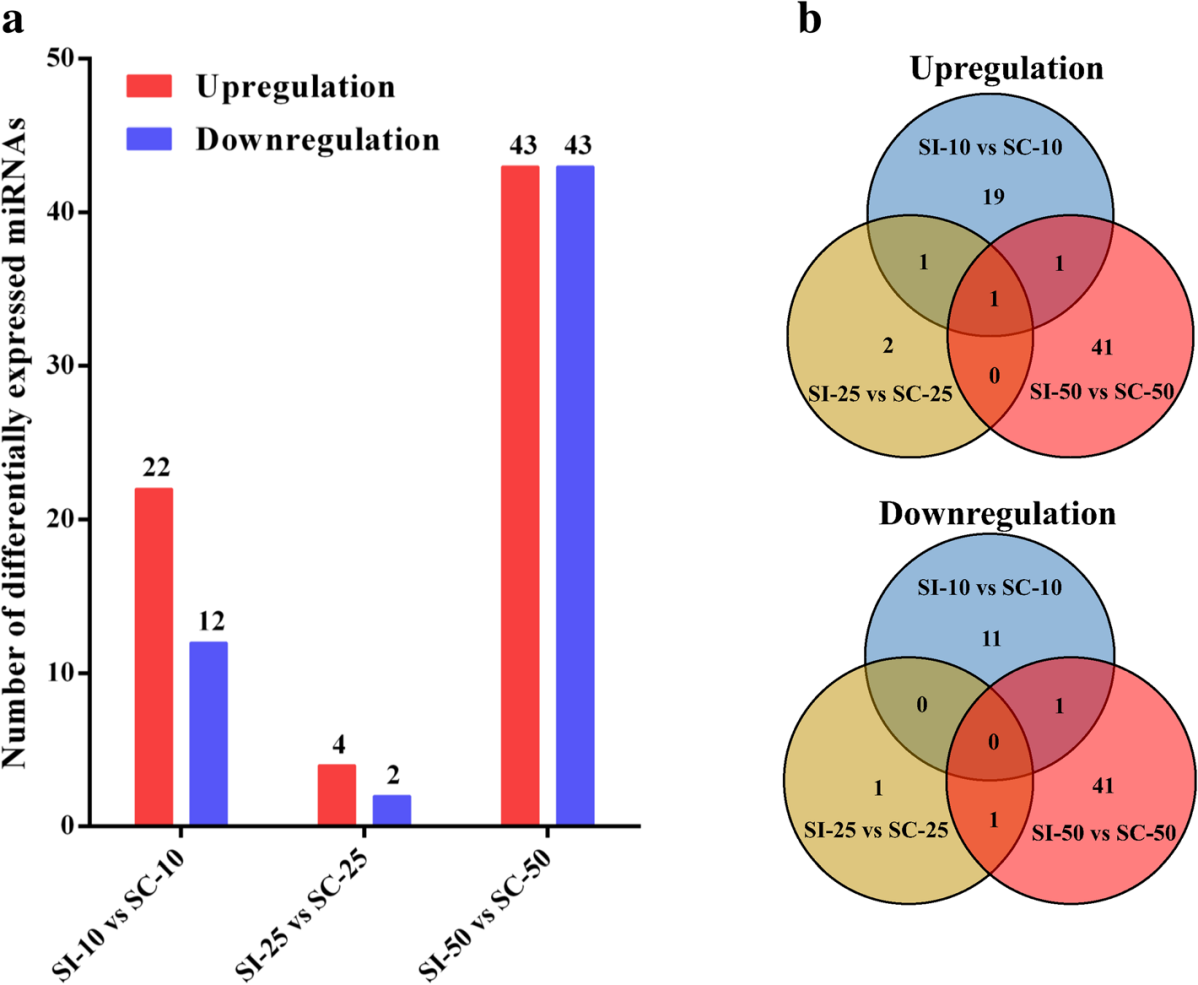
The differential expression analysis of pig spleen miRNAs between the infected and control groups. **a** The number of DEMs between the infected and control groups. **b** The venn diagrams of the DEMs between the infected and control groups

### Functional enrichment analysis of target genes of differentially expressed MiRNAs

Candidate target genes of DEMs were predicted using RNAhybrid and miRanda softwares. At 10, 25 and 50 DPI, 838, 25 and 722 target genes were predicted for the upregulated miRNAs and 325, 85 and 2008 target genes were predicted for the downregulated miRNAs, respectively. To better understand the functions of the DEMs, we performed GO and KEGG pathway analysis on these putative target genes.

The GO assignments of target genes are shown in Fig. 5. Compared with control samples at the same time points, a total of 28, 0 and 241 significantly enriched GO terms (*P* < 0.01) were identified from SI-10, SI-25 and SI-50 samples, respectively. Of 269 GO terms, 26 were shared between SI-10 and SI-50 samples, most of which were related to cell differentiation, immune responses, localization, metabolic processes, responses to stress and binding. The GO terms receptor binding (GO: 0005102) and vesicle-mediated transport (GO: 0016192), were only found in the SI-10 sample, whereas 215 GO terms, involved to intracellular transport and signal transduction, apoptotic processes, hydrolase activity, metabolic processes and regulation of immune responses, were significantly enriched in the SI-50 sample.

**Fig. 5:**
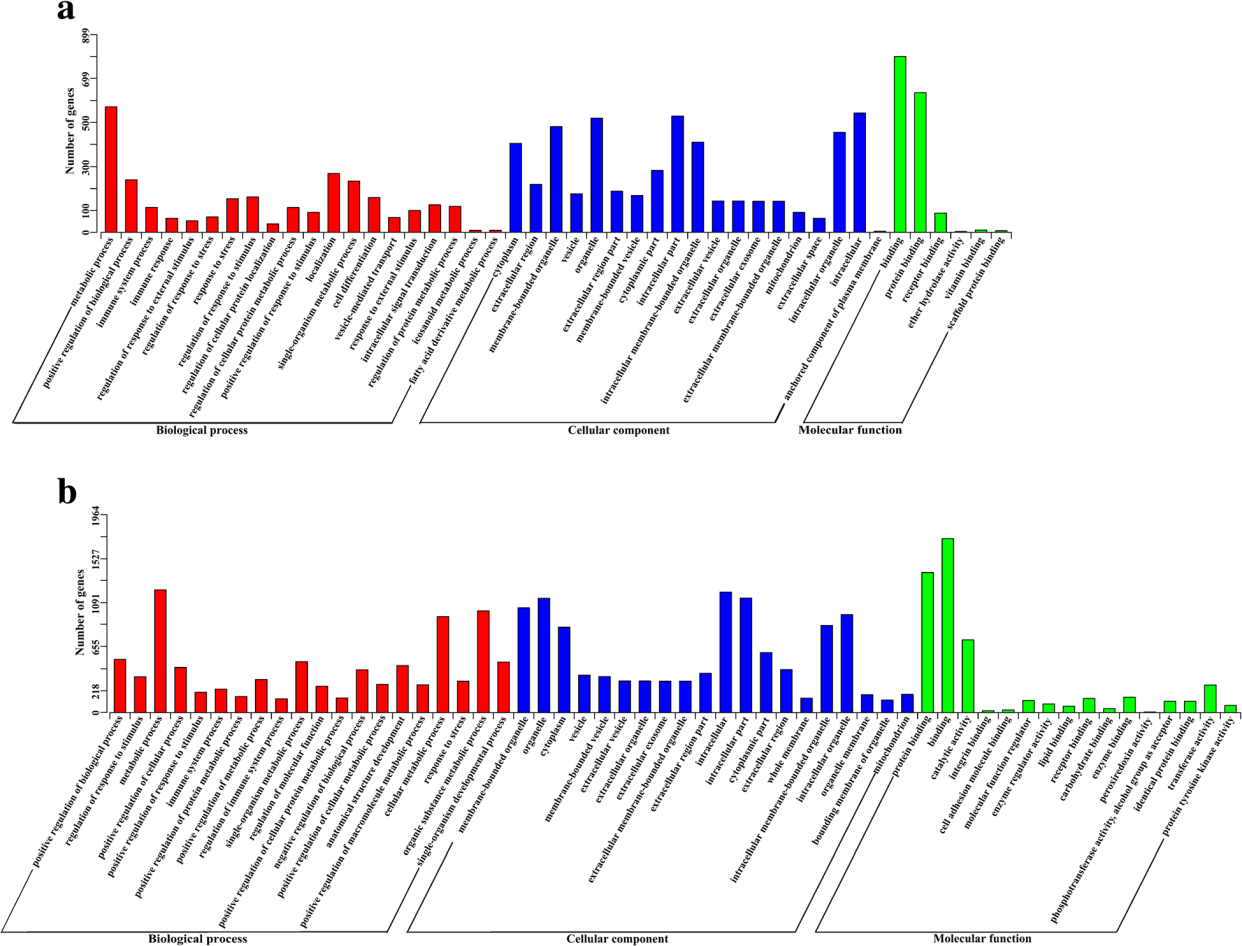
The GO enrichment analysis for target genes of DEMs. **a** The significant enriched GO terms of biological process, cellular component and molecular function for target genes of DEMs at 10 DPI. **b** The significant enriched GO terms of biological process, cellular component and molecular function for target genes of DEMs at 50 DPI

KEGG pathways with *P* values < 0.05 were analyzed. A total of 255, 121 and 267 KEGG pathways were obtained at 10, 25 and 50 DPI, respectively (Additional file 5: Table S5). The top 20 KEGG pathways of the target genes of DEMs are shown in Fig. 6a, b and c. The most frequently represented pathways were associated with signal transduction, immune system, metabolism (overview, amino acid, energy), and diseases (infectious diseases, cancers, neurodegenerative diseases and immune diseases). KEGG pathway enrichment analysis revealed that 11, 10 and 13 pathways were significantly enriched (*P* < 0.05) at 10, 25 and 50 DPI, respectively. The Venn diagram of enriched pathways at the three time points is shown in Fig. 6d. The pathways “Leukocyte transendothelial migration” (ssc04670) and “Intestinal immune network for IgA production” (ssc04672) were found only at SI-10, whereas more immune-related pathways, including “B cell receptor (BCR) signaling” (ssc04662), “Inflammatory bowel disease” (ssc05321), “NF-kappa B signaling” (ssc04064) and “Primary immunodeficiency” (ssc05340) pathways were found only at SI-50. The pathways “Malaria” (ssc05144) and “Hematopoietic cell lineage” (ssc04640) were common to all three time points, indicating that both pathways play important regulatory roles during *T. gondii* infection.

**Fig. 6:**
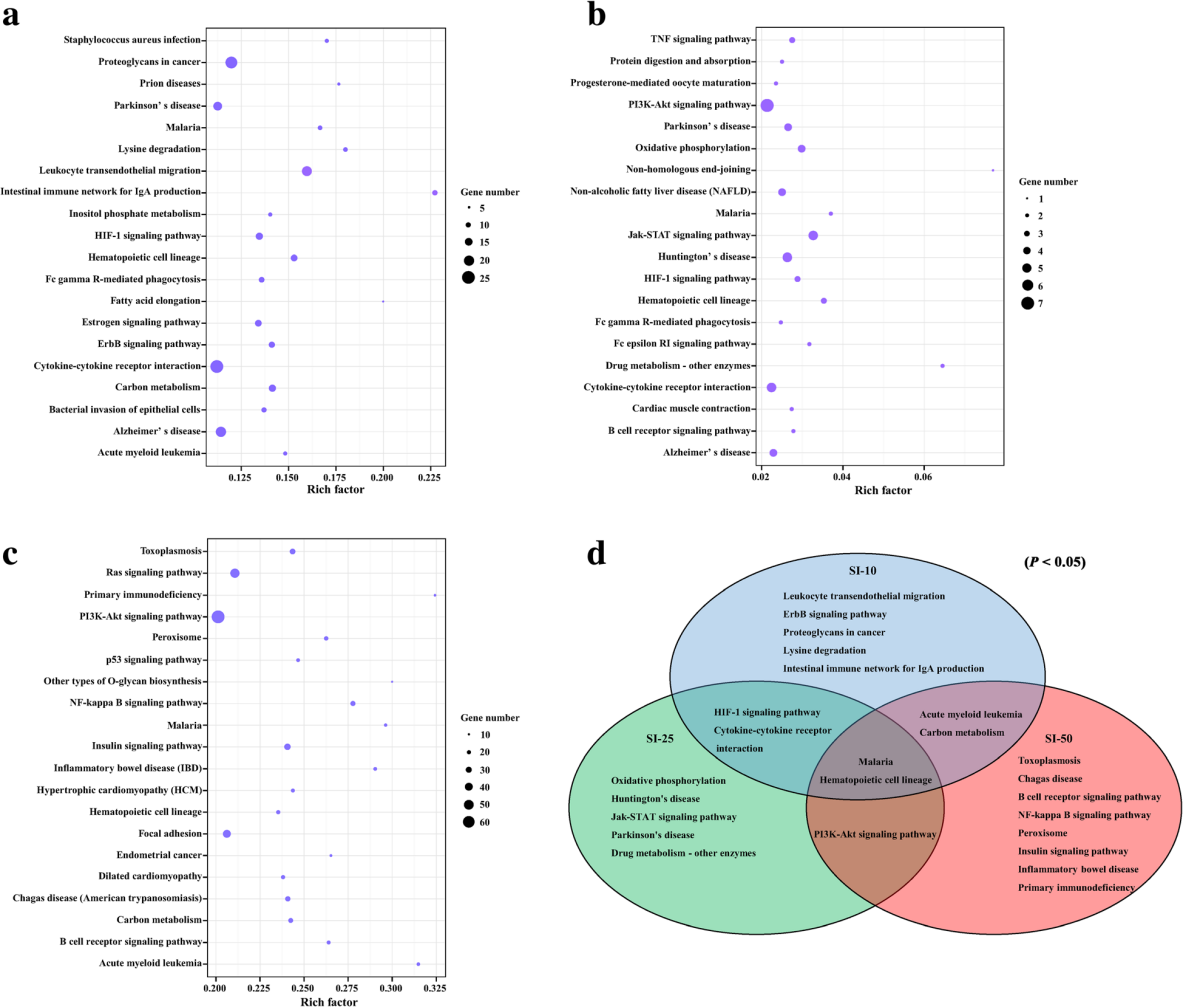
The KEGG enrichment analysis for target genes of DEMs. The top 20 KEGG pathways of differentially expressed miRNAs in pig spleen between the infected and control groups at 10 (**a**), 25 (**b**) and 50 (**c**) DPI. Rich factor indicates the ratio of target genes of DEMs enriched in the pathway among genes annotated in the pathway. **d** The venn diagram of the significant enriched pathways between the infected and control groups (*P* < 0.05)

### MiRNA–gene network analysis

Regulatory networks were constructed for the immune-related target genes and DEMs at 10, 25 and 50 DPI (Fig. 7). At 10 DPI, 33 different cytokines, including chemokines, interleukins (ILs), tumor necrosis factors (TNF) and interferons (IFN), were potentially regulated by 17 DEMs. Among these DEMs, ssc-miR-361-3p and ssc-miR-423-5p regulated the greatest number of target genes, with five targets each. 

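The miRNA ssc-miR-361-3p had 5123 reads in SI-10 and 1098 in SC-10, or 886 and 359 normalised reads, and a log2(fold change) of 1.30 (counting standard error 0.05, q = 1.1e-35). MIR361 lies on chromosome X of Sscrofa11.1 from 68924500 to 68924579, inside the span of the gene CHM. For ssc-miR-423-5p, with 9481 reads in SI-10 and 2307 in SC-10, the log2(fold change) was 1.12 (counting standard error 0.03, q = 2.6e-48). MIR423 lies on chromosome 12 from 46211525 to 46211604, inside the span of NSRP1. Against the geometric mean of the 3 control libraries, the log2(fold change) of SI-10 was 0.66 for ssc-miR-361-3p and 0.53 for ssc-miR-423-5p, both below the threshold of 1. This mean changes the TMM factors and the time points of the controls and brings in SC-50, so the drop has no single cause. The target genes were not analysed here.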

The target gene regulated by the greatest number of DEMs was *IL17RC*, with four miRNAs, followed by *TNFSF9* and *IL17RA*, each regulated by two DEMs (Fig. 7a). These results indicate that these DEMs and cytokines might play important roles in the host response to acute *T. gondii* infection. At 25 DPI, one miRNA, ssc-miR-127, was found to regulate the expression of three cytokine genes, *TNFRSF19*, *IL15* and colony stimulating factor 3 (*CSF3*) (Fig. 7b). 

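At 25 DPI, ssc-miR-127 had 753 reads in SI-25 and 1806 in SC-25, or 156 and 364 normalised reads. Its log2(fold change) was -1.23 (counting standard error 0.06, q = 4.4e-24), and it was -1.60 against the geometric mean of the 3 control libraries. MIR127 lies on chromosome 7 of Sscrofa11.1 from 121709636 to 121709715, inside the span of the gene RTL1.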

At 50 DPI, 56 different cytokines were found to be regulated by 26 DEMs. 

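In SI-50 against SC-50, ssc-miR-2320-5p had 105 and 507 reads and a log2(fold change) of -1.30 (counting standard error 0.15, q = 1.5e-09). With 302 and 1212 reads, ssc-miR-328 had a log2(fold change) of -1.04 (counting standard error 0.09), and ssc-miR-296-3p, with 67 and 271 reads, had one of -1.05 (counting standard error 0.20). The other 2 miRNAs were higher in SI-50, with a log2(fold change) of 1.08 for ssc-miR-339-5p (2412 and 2235 reads) and 1.78 for ssc-miR-4334-3p (480 and 274 reads). The mature sequence of ssc-miR-4334-3p, UCCCUGUCCUCCAGGAGCUC, is the start of that of ssc-miR-339-5p, UCCCUGUCCUCCAGGAGCUCAC, so reads could be split between these miRNAs by the counting and their values are uncertain. In the data MIR339-1 lies on chromosome 3 of Sscrofa11.1 from 666918 to 666997 and MIR4334 on chromosome 15 from 121399612 to 121399680. The highest TPM of ssc-miR-328 and ssc-miR-2320-5p over the 6 libraries was found in SC-50 (202 and 84.4 TPM). With the geometric mean of the 3 control libraries as the control, ssc-miR-328 changed direction, with a log2(fold change) of 0.53, and the values were -0.52 for ssc-miR-2320-5p, -0.77 for ssc-miR-296-3p, 0.04 for ssc-miR-339-5p and 0.20 for ssc-miR-4334-3p.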

Of these, ssc-miR-2320-5p had the greatest number of target genes, with 15 targets, followed by the miRNAs ssc-miR-328, ssc-miR-296-3p, ssc-miR-339-5p and ssc-miR-4334-3p, which each had eight targets. The target gene regulated by the greatest number of DEMs was *CCR7*, with four miRNAs. Nine other target genes were each regulated by three DEMs (Fig. 7c). These cytokines may play key roles in the interaction between host cells and *T. gondii* during chronic infections.

**Fig. 7:**
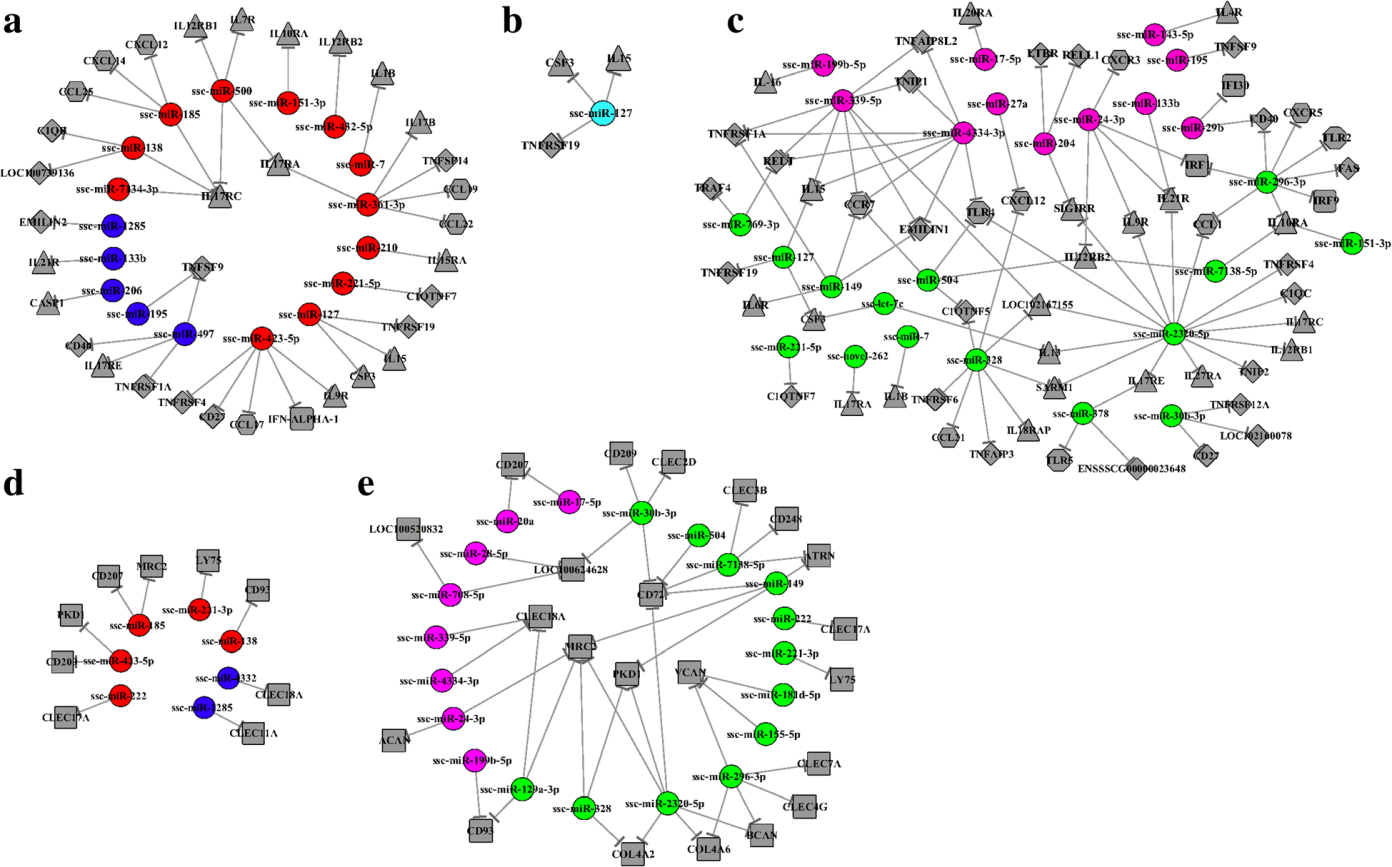
The network analysis of the interaction between the DEMs and their potential target genes. The node shapes were used for representing the different miRNAs or target genes, which were connected by edges (negative interaction between miRNA to target gene). And the colours of spherical nodes were represented the upregulated miRNAs or downregulated ones in porcine spleen at different time points. **a**, **b** and **c** The interaction between the cytokines and the DEMs in pig spleens at different time points after *T. gondii* infection. **d** and **e** The interaction between the C-type lectins and the DEMs in pig spleens

Many genes encoding C-type lectins were also found to be targets of host miRNAs induced by *T. gondii*. The interaction networks between these C-type lectins and the identified miRNAs were established at the different time points. At 10 DPI, nine candidates containing C-type lectin domains were found to be regulated by seven DEMs. 

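The miRNA ssc-miR-185 had 6283 reads in SI-10 and 1372 in SC-10, or 1086 and 449 normalised reads, and a log2(fold change) of 1.27 (counting standard error 0.04, q = 7.8e-42). In TPM it was 484 in SC-10 and between 499 and 1240 in the other 5 libraries, and its log2(fold change) in SI-10 was 0.79 against the geometric mean of the 3 control libraries. MIR185 lies on chromosome 14 of Sscrofa11.1 from 51449903 to 51449978, inside the span of the gene TANGO2.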

The miRNAs ssc-miR-185 and ssc-miR-423-5p were shown to regulate the greatest number of target genes, with two targets each (Fig. 7d). At 50 DPI, a total of 22 C-type lectins were regulated by 20 DEMs. The ssc-miR-2320-5p was determined to have the greatest number of target genes, with six targets), followed by ssc-miR-296-3p, which had five targets. Of the 22 C-type lectin genes, *CD72* and *MRC2* were regulated by the greatest number of DEMs, with five miRNAs each (Fig. 7e).

### RT-qPCR validation

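The values of ssc-miR-127 were 396 TPM in SI-10 and 158 TPM in SC-10, 148 TPM in SI-25 and 383 TPM in SC-25, and 138 TPM in SI-50 and 1540 TPM in SC-50. Its log2(fold change) was 1.54 at 10 DPI, -1.23 at 25 DPI and -2.87 at 50 DPI. Between the control libraries the TPM rose from 158 at 10 DPI to 383 at 25 DPI and 1540 at 50 DPI, and between the infected libraries it was lowest at 50 DPI. Relative to the geometric mean of the 3 control libraries the log2(fold change) was 0.17 at 10 DPI, -1.60 at 25 DPI and -1.11 at 50 DPI.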

Twenty-six representative DEMs, including a miRNA (ssc-miR-127) with different expression patterns at the three time points, were validated with quantitative reverse transcription real-time PCR (RT-qPCR). miRNA sequences in which uracil was replaced by thymine were used as the forward primers for the real-time PCR described in Table 3. With the exception of ssc-miR-182, ssc-miR-542-5p and ssc-novel-154, the miRNAs assessed with RT-qPCR were identified as having roles in the regulation of protein expression in the specific signaling pathways or miRNA–gene network analysis performed in this study. For example, ssc-miR-122 and ssc-miR-127 were associated with the host inflammatory response; ssc-miR-361-3p, ssc-miR-500, ssc-miR-486 and ssc-miR-185 were involved in immune cell differentiation; ssc-miR-328, ssc-let-7c, ssc-miR-493-5p, ssc-let-7a and ssc-miR-7138-5p were related to B cell ontogeny and production of protective antibodies; ssc-miR-30b-3p, ssc-miR-504, ssc-miR-149, ssc-miR-296-3p, ssc-miR-129a-3p and ssc-miR-2320-5p were found to be involved in host protective responses and parasite growth. 

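In the sequencing data, the 26 comparisons measured with RT-qPCR cover 24 different miRNAs, with 7 comparisons at 10 DPI, 3 at 25 DPI and 16 at 50 DPI. The sequencing log2(fold change) had the sign of the RT-qPCR bar in Fig. 8b, read by eye, in 26 of 26 comparisons, of which 11 were increases and 15 decreases, and 25 passed both thresholds. The exception was novel_262, with q = 0.019. The direction was kept in 22 of 26 comparisons when each infected library was set against the geometric mean of the 3 control libraries. Since this mean includes the control library of the same time point, part of each change is kept by construction. The 22 are therefore not an independent check of the direction. The largest increases were those of ssc-miR-542-3p (4.65, counting standard error 0.23) and ssc-miR-20a (3.46, counting standard error 0.04) on the log2 scale, both at 50 DPI. In SC-50, ssc-miR-542-3p had 41 reads and ssc-miR-20a had 221 TPM, against 1589 to 4456 TPM of ssc-miR-20a in the other 5 libraries. The RT-qPCR values themselves were not analysed here.

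**Figure D3:**
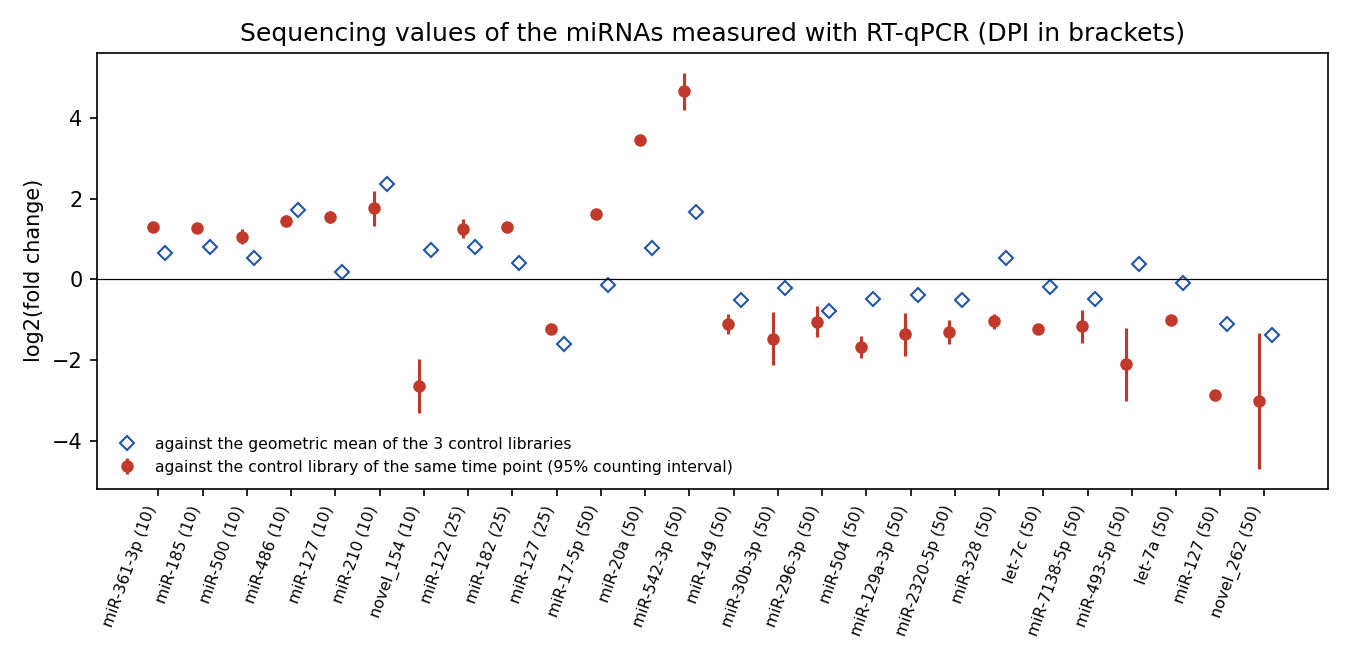
Sequencing log2(fold change) of the 26 comparisons measured with RT-qPCR, with red points against the control library of the same time point (bars are 95% counting intervals) and open blue diamonds against the geometric mean of the 3 control libraries. At 50 DPI most diamonds lie nearer to 0 than the points, as for ssc-miR-542-3p with 1.67 and 4.65.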

With the exception of that of ssc-miR-361-3p, the expression patterns of miRNAs measured with RT-qPCR corresponded with those obtained by high-throughput sequencing (Fig. 8), confirming the accuracy and reliability of sequencing results used for functional analyses.

**Table 3:** The sequences of miRNAs used for RT-qPCR validation

miRNAs	Sequences
ssc-miR-361-3p	CCCCCAGGUGUGAUUCUGAUUUGC
ssc-miR-185	UGGAGAGAAAGGCAGUUCCUGA
ssc-miR-500	AUGCACCUGGGCAAGGAUUCU
ssc-miR-486	UCCUGUACUGAGCUGCCCCGAG
ssc-miR-127	UCGGAUCCGUCUGAGCUUGGCU
ssc-miR-210	CUGUGCGUGUGACAGCGGCUGA
ssc-novel-154	GUGGUUAGUACUCUGCCUUA
ssc-miR-122	UGGAGUGUGACAAUGGUGUUUGU
ssc-miR-182	UUUGGCAAUGGUAGAACUCACACU
ssc-miR-17-5p	CAAAGUGCUUACAGUGCAGGUAG
ssc-miR-20a	UAAAGUGCUUAUAGUGCAGGUA
ssc-miR-542-3p	UGUGACAGAUUGAUAACUGAAA
ssc-miR-149	UCUGGCUCCGUGUCUUCACUCCC
ssc-miR-30b-3p	CUGGGAGGUGGAUGUUUACUU
ssc-miR-296-3p	AGGGUUGGGCGGAGGCUUUCC
ssc-miR-504	AGACCCUGGUCUGCACUCUAUCU
ssc-miR-129a-3p	AAGCCCUUACCCCAAAAAGCAU
ssc-miR-2320-5p	UGGCACAGGGUCCAGCUGUCGG
ssc-miR-328	CUGGCCCUCUCUGCCCUUCCGU
ssc-let-7c	UGAGGUAGUAGGUUGUAUGGUU
ssc-miR-7138-5p	UCCCAGCAAGUGUCCAUCCAUCU
ssc-miR-493-5p	UUGUACAUGGUAGGCUUUCAUU
ssc-let-7a	UGAGGUAGUAGGUUGUAUAGUU
ssc-novel-262	UGAGCCACAGAAACUCCAGGACU

**Fig. 8:**
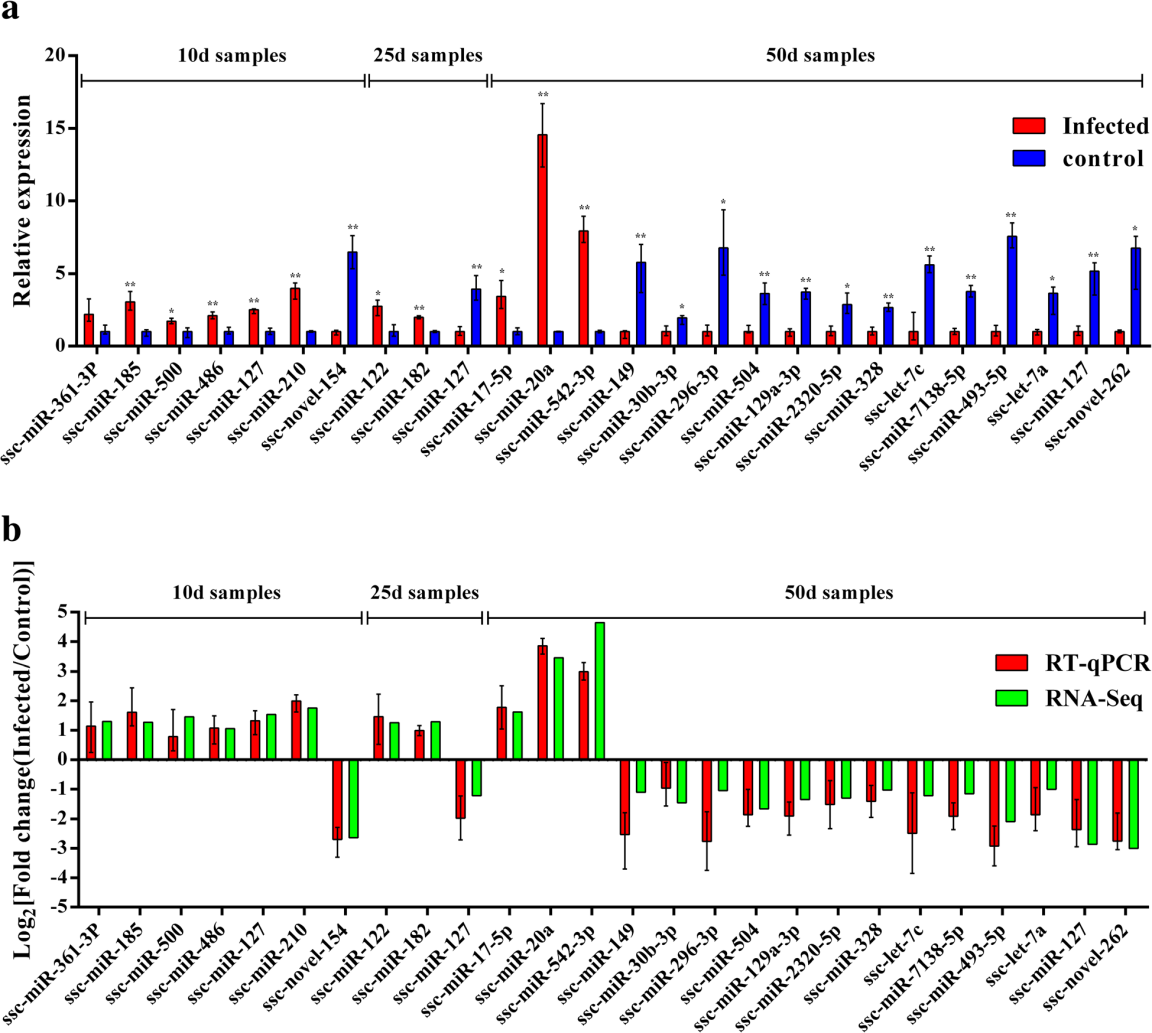
Sequencing data validated by RT-qPCR. **a** The expression level of differentially expressed miRNAs validated by RT-qPCR. MicroRNA expression was quantified relative to the expression level of U6 using the comparative cycle threshold (ΔCT) method. * *P* < 0.05, **P < 0.01. **b** Comparison of the expression pattern of the sequencing data and RT-qPCR data. Log_2_ (fold change) > 0 indicates the transcript upregulated in infection group compared to the control group. Log_2_ (fold change) < 0 indicates the transcript downregulated in infection group compared to the control group

## Discussion

*T. gondii* infection is mainly acquired by ingestion of food or water that is contaminated with oocysts shed by cats or by eating undercooked or raw meat containing tissue cysts. Under natural infection conditions, sporozoits and bradyzoites enter all nucleated cells including enterocytes by active penetration and form a cytoplasmic vacuole. After repeated replication, host cells are disrupted and tachyzoites are disseminated via the bloodstream and infect many tissues including spleen [20]. So the intestinal mucosa is the first protective barrier of the host. It has been observed that the enterocytes invaded by *T. gondii* can induce the activation of lymphocytes, monocytes, macrophages and dendritic cells in the lamina propria of intestinal mucosa to resist and eliminate the parasites [21, 22]. In our original experimental design, we planned to infect pigs with *T. gondii* oocysts. But unfortunately, no *T. gondii* oocysts were found from cats infected with *T. gondii* YZ-1 strain. And due to mouse-virulent of *T. gondii* YZ-1 strain, no tissue cysts were obtained from mice infected with tachyzoites [23]. Therefore, the pigs in this study were infected intravenously with *T. gondii* tachyzoites. Compared to natural infection, *T. gondii* tachyzoites could directly reach the spleen with blood flow, invade spleen cells, and rapidly induce immune responses of the host. And thus, some miRNAs from pig infected intravenously with *T. gondii* tachyzoites would probably be omitted.

In this study, 109 DEMs were identified in porcine spleen samples at three time points after *T. gondii* infection. Of these, 86 DEMs were found at 50 DPI. This result is consistent with previous studies in mice that found that more miRNAs were differentially expressed at 21 DPI than at 14 DPI [24] and that chronic infection induced a greater number of differentially expressed genes [25]. 

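In SI-50 against SC-50, the log2(fold change) was 1.72 for ssc-miR-21, 3.30 for ssc-miR-142-3p, 5.47 for ssc-miR-101, 1.91 for ssc-miR-29b, 2.46 for ssc-miR-29c, 6.15 for ssc-miR-19a and 6.84 for ssc-miR-19b. When SI-50 was set against the geometric mean of the 3 control libraries, the values were 0.42 for ssc-miR-21, 0.03 for ssc-miR-142-3p, 2.03 for ssc-miR-101, 0.17 for ssc-miR-29b, 0.22 for ssc-miR-29c, 1.25 for ssc-miR-19a and 1.85 for ssc-miR-19b. For ssc-miR-101, SC-50 held 632 TPM and the other 5 libraries 18338 to 26885 TPM. For ssc-miR-19b, SC-50 held 6.49 TPM and the other 5 libraries 486 to 1233 TPM, and ssc-miR-19a had 135 reads in SI-50 and 0 in SC-50. The values of ssc-miR-19a thus depend on the number put in place of that 0. For ssc-miR-181a the log2(fold change) was -0.13 at 10 DPI, -0.11 at 25 DPI and -0.50 at 50 DPI, below the threshold of 1 at each time point, and without TMM factors it was -1.11 at 50 DPI.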

Some DEMs, including miR-21, miR-142-3p, miR-101, miR-184, miR-182, miR-155, miR-181a, miR-146, miR-126, miR-29, miR-17 and miR-19, are known to be involved in the host immune response [26, 27]. 

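At 10 DPI, ssc-miR-184 had 8 reads in SI-10 and 34 in SC-10, a log2(fold change) of -3.01 (counting standard error 0.57, q = 0.0068). With 11514 reads in SI-10 and 13398 in SC-10, ssc-miR-16 had a log2(fold change) of -1.14 (counting standard error 0.02). In TPM, ssc-miR-16 was 1847 in SI-10, 4725 in SC-10 and 1065 in SC-50, and against the geometric mean of the 3 control libraries the log2(fold change) of SI-10 was -0.15 for ssc-miR-16 and -3.73 for ssc-miR-184.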

For example, it has been reported that the downregulation of miR-184 and miR-16, which were downregulated at 10 DPI in the present study, prevents hyperactivation of T cells and macrophages [28]. 

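The miRNA ssc-miR-146b had 29960 reads in SI-10 and 5166 in SC-10, a log2(fold change) of 1.61 (counting standard error 0.02), and 16266 reads in SI-25 and 6137 in SC-25, a log2(fold change) of 1.44 (counting standard error 0.02). Against the geometric mean of the 3 control libraries these values were 2.00 and 1.06. At 50 DPI its TPM was 873 in SI-50 and 1573 in SC-50. MIR146B lies on chromosome 14 of Sscrofa11.1 from 113446854 to 113446952.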

Deficiency in miR-146, similar to miR-146b, which was upregulated at 10 and 25 DPI in this study, in regulatory T cells results in dysregulation of IFN-γ responses. 

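At 25 DPI, ssc-miR-182 had 3264 reads in SI-25 and 1371 in SC-25, a log2(fold change) of 1.29 (counting standard error 0.05, q = 6.8e-30), and of 0.40 against the geometric mean of the 3 control libraries. At 50 DPI the log2(fold change) was -1.24 for ssc-miR-181d-5p (counting standard error 0.09), -1.02 for ssc-miR-155-5p (counting standard error 0.04) and 1.62 for ssc-miR-17-5p (counting standard error 0.05). With the geometric mean of the 3 control libraries as the control, the value of ssc-miR-17-5p was -0.15, of the opposite sign, since SC-50 held 217 TPM of it and SC-10 and SC-25 held 1105 and 1675 TPM. With 437549 reads in SI-50 and 260343 in SC-50, ssc-miR-21 had a log2(fold change) of 1.72. Of the 2 mature miRNAs of the miR-126 precursor, ssc-miR-126-5p rose by 3.29 on the log2 scale at 50 DPI, from 330 reads in SC-50 to 1645 in SI-50, whereas ssc-miR-126-3p, with 75394 and 60306 reads, had a log2(fold change) of 0.65 and did not pass the thresholds. When SI-50 was set against the geometric mean of the 3 control libraries, the values were -0.63 for ssc-miR-181d-5p, -0.60 for ssc-miR-155-5p, 0.42 for ssc-miR-21 and 0.88 for ssc-miR-126-5p.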

The upregulation of miR-182, which we observed at 25 DPI, has been associated with the expansion of T helper cells [29]. miR-181d and miR-155, which were downregulated at 50 DPI in this study, are known to be involved in T cell development and differentiation, whereas miR-17 upregulation has been associated with B cell generation [30]. miR-21, which we found was upregulated at 50 DPI, acts as a negative regulator of toll-like receptor (TLR) 4 and inhibits the expression of pro-inflammatory cytokines [31]. miR-126, which was upregulated at 50 DPI in our study, is a potent and specific activator of T helper 2-regulated allergic inflammatory responses [32]. Depletion of miR-146a, downregulated at 50 DPI in the present study, has been implicated in hyperactive responses to infection [33]. These reports indicate that the DEMs induced by acute *T. gondii* infection in our study are mainly related to the activation of immune cells, whereas those induced by chronic infection are mainly involved in the inhibition of inflammatory response. Furthermore, some of the DEMs identified in this study have also been found in mice and cats infected with *T. gondii*. 

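For ssc-miR-146a-5p, 4201 reads were counted in SI-50 and 41526 in SC-50, a log2(fold change) of -2.34 (counting standard error 0.02). Its value in SC-50 was 6912 TPM, against 896 to 2746 TPM in the other 5 libraries, and against the geometric mean of the 3 control libraries the log2(fold change) of SI-50 was -1.27.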

In the murine model, miR-155-5p and miR-146a were upregulated within 48 h of infection with type II strain [17]. However, in the present study the expression levels of both of these miRNAs did not differ during acute infection and were downregulated during chronic infection. 

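At 10 DPI, the log2(fold change) was -0.58 for ssc-miR-155-5p, with 2040 reads in SI-10 and 1616 in SC-10, and -0.81 for ssc-miR-146a-5p, with 8430 and 7787 reads. Both lay within the fold change threshold, with q of 2.2e-15 and 2.4e-106 from a test that covers counting error only. Without TMM factors the log2(fold change) of ssc-miR-146a-5p was -1.02, past the threshold of 1. At 50 DPI the values were -1.02 and -2.34. The paper contrasts these values with the increase reported in mice.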

A large number of the DEM homologs identified in this study have also been found in the livers of domestic cats following acute *T. gondii* infection [34] and the expression patterns of several homologs, including miR-361-3p, miR-151-3p and miR-30b-5p, in the acute phase were consistent with previous reports, indicating that these miRNAs are induced in by *T. gondii* infection in different hosts and have important roles during acute infection.

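At 10 DPI, ssc-miR-361-3p had a log2(fold change) of 1.30 and ssc-miR-151-3p one of 1.04, with 17260 reads of the latter in SI-10 and 4434 in SC-10 (counting standard error 0.02). In the opposite direction, ssc-miR-30b-5p had 5238 reads in SI-10 and 6027 in SC-10 and a log2(fold change) of -1.12 (counting standard error 0.03). At 50 DPI, ssc-miR-151-3p and ssc-miR-30b-5p changed the other way, with a log2(fold change) of -1.63 and 1.42. In SI-10 against the geometric mean of the 3 control libraries, the values were 0.66 for ssc-miR-361-3p, 0.34 for ssc-miR-151-3p and -0.29 for ssc-miR-30b-5p, all within the threshold.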

In KEGG enrichment analysis of the target genes in this study, two enriched pathways, malaria and hematopoietic cell lineage, were identified at 10, 25 and 50 DPI (Fig. 6d). The malaria pathway includes processes involved in the invasion of hepatocytes by malaria sporozoites, subsequent infection of red blood cells by merozoites and the eventual activation of the host immune response. Therefore, our results support the findings of a previous study that found that the process of host cell invasion is very similar between *T. gondii* and *Plasmodium* [35]. The hematopoietic cell lineage pathway includes processes involved in stem cells differentiation into several different cell types [36, 37]. In the present study, at 10 DPI the target genes belonging to the hematopoietic cell lineage pathway were mainly related to the regulation of initial T cell differentiation and to myeloid-related DC and macrophage generation (Additional files 6 and 7: Figure S1, Table S6). Inhibition of the process of host T cell differentiation by the miRNAs ssc-miR-361-3p, ssc-miR-500, ssc-miR-486 and ssc-miR-185 (Additional file 2: Table S2; Fig. 8) may downregulate host immune responses, which may inhibit damage caused by excessive immunity and create an immune environment that is conducive to the survival of parasites. 

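At 10 DPI, ssc-miR-500 had 1267 reads in SI-10 and 321 in SC-10 and a log2(fold change) of 1.06 (counting standard error 0.09, q = 1.6e-06). For ssc-miR-486, with 2608 and 502 reads, it was 1.46 (counting standard error 0.07, q = 7.3e-23), and for ssc-miR-361-3p and ssc-miR-185 it was 1.30 and 1.27. Relative to the geometric mean of the 3 control libraries the values were 0.52 for ssc-miR-500 and 1.72 for ssc-miR-486.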

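At 25 DPI, ssc-miR-122 had 472 reads in SI-25 and 203 in SC-25, a log2(fold change) of 1.25 (counting standard error 0.12, q = 0.00011), and of 0.80 against the geometric mean of the 3 control libraries. At 50 DPI its log2(fold change) was -1.35. MIR122 lies on chromosome 1 of Sscrofa11.1 from 162329776 to 162329860. For ssc-miR-127 the log2(fold change) at 25 DPI was -1.23.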

At 25 DPI, erythropoietin (*EPO*) and *CSF3*, target genes belonging to the hematopoietic cell lineage pathway, were regulated by ssc-miR-122 and ssc-miR-127, respectively (Additional file 3: Table S3; Fig. 8). EPO has been found to regulate erythrocyte production and cytokine formation [38] and CSF3 has been associated with neutrophil production. Thus, the host inflammatory response could be regulated by altering *EPO* and *CSF3* expression. At 50 DPI, we identified 23 DEMs associated with target genes involved in the differentiation of several different immune cell types. 

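At 50 DPI, ssc-miR-30b-3p had 22 reads in SI-50 and 119 in SC-50 and a log2(fold change) of -1.47 (counting standard error 0.33, q = 0.0038). The values for ssc-miR-328 and ssc-miR-2320-5p were -1.04 and -1.30. In TPM, ssc-miR-30b-3p was 19.8 in SC-50 and 3.17 to 8.91 in the other 5 libraries, and against the geometric mean of the 3 control libraries its log2(fold change) in SI-50 was -0.21.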

For example, the downregulation of ssc-miR-328, ssc-miR-2320-5p and ssc-miR-30b-3p (Additional file 4: Table S4; Fig. 8) may induce B cell proliferation in the spleen, resulting in the production of protective antibodies against chronic *T. gondii* infection (Additional files 6 and 7: Figure S1, Table S6).

Infection stage-specific pathways were found at three time points after *T. gondii* infection. At 10 DPI, leukocyte transendothelial migration (ssc04670), intestinal immune network for IgA production (ssc04672), proteoglycans in cancer (ssc05205), ErbB signaling (ssc04012) and acute myeloid leukemia (ssc05221) pathways were enriched. ssc04670 and ssc04670 are immune-related pathways, whereas ssc05205, ssc04012 and ssc05221 are cancer-related pathways that were also found to be enriched in the spleens of mice affected by acute *T. gondii* infection [18]. The enrichment of these pathways suggests that the host immune system and cancer processes are activated by *T. gondii* infection. At 25 DPI, two neurodegenerative disease pathways, Huntington’s disease (ssc05016) and Parkinson’s disease (ssc05012), were enriched (Fig. 7), suggesting that the host’s central nervous system is damaged when parasites invade host brain cells. A recent study in mice showed that *T. gondii* loads in the brain increased until 21 DPI and persisted at high levels throughout the infection [39].

More stage-specific pathways were found to be enriched at 50 DPI than at 10 and 25 DPI. Chagas disease (ssc05142) and toxoplasmosis (ssc05145) were two enriched pathways related to protozoan disease. The DEMs in the toxoplasmosis pathway were mainly involved in the regulation of the expression of genes related to anti-inflammatory responses and cell survival, whereas the DEMs in the Chagas disease pathway were mainly involved in the apoptosis of infected cells and the intracellular persistence of parasites. 

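Of the other miRNAs named in this pathway, ssc-miR-504 had 128 reads in SI-50 and 796 in SC-50, a log2(fold change) of -1.67 (counting standard error 0.14). It was -1.11 for ssc-miR-149 (160 and 674 reads), -1.05 for ssc-miR-296-3p (67 and 271 reads) and -1.35 for ssc-miR-129a-3p (34 and 170 reads). In SC-50, ssc-miR-504 had 132 TPM and ssc-miR-149 had 112 TPM, against 23.8 to 38.6 TPM and 34.1 to 80.7 TPM in the other 5 libraries. Against the geometric mean of the 3 control libraries the log2(fold change) in SI-50 was -0.48 for ssc-miR-504, -0.50 for ssc-miR-149, -0.77 for ssc-miR-296-3p and -0.40 for ssc-miR-129a-3p.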

The downregulation of miRNAs in the Chagas disease pathway, including ssc-miR-30b-3p, ssc-miR-504, ssc-miR-149, ssc-miR-296-3p, ssc-miR-129a-3p and ssc-miR-2320-5p (Additional file 4: Table S4; Fig. 8), may contribute to the inhibition of host protective responses and the promotion of parasite growth (Additional files 8 and 9: Figure S2, Table S7), indicating that these miRNAs may be associated with parasite immune evasion mechanisms. The BCR signaling pathway (ssc04662), which is mainly involved in B cell ontogeny and immunoglobulin production, was another important stage-specific pathway enriched at 50 DPI. Nine miRNAs involved in this pathway, including ssc-miR-149, ssc-miR-328, ssc-let-7c, ssc-miR-493-5p, ssc-let-7a, ssc-miR-30b-3p, ssc-miR-2320-5p, ssc-miR-504 and ssc-miR-7138-5p, were identified in this study (Additional file 4: Table S4; Fig. 8). ssc-miR-149 downregulation may directly promote immune responses by regulating C-JUN expression (Additional files 10 and 11: Figure S3, Table S8). 

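For the remaining miRNAs of this list, the log2(fold change) at 50 DPI was -1.22 for ssc-let-7c (7338 reads in SI-50 and 33507 in SC-50), -1.004 for ssc-let-7a (55473 and 217705 reads), -2.10 for ssc-miR-493-5p (11 and 92 reads) and -1.16 for ssc-miR-7138-5p (58 and 253 reads). The counting standard error was 0.02, 0.01, 0.46 and 0.21. The mature sequences of ssc-let-7a, UGAGGUAGUAGGUUGUAUAGUU, and ssc-let-7c, UGAGGUAGUAGGUUGUAUGGUU, are near-identical, and reads could be split between them by the counting. In SC-50, ssc-let-7a had 36238 TPM against 8074 to 17347 TPM in the other 5 libraries. With the geometric mean of the 3 control libraries as the control the log2(fold change) in SI-50 was -0.20 for ssc-let-7c, -0.08 for ssc-let-7a, -0.48 for ssc-miR-7138-5p and 0.38 for ssc-miR-493-5p, the last of the opposite sign.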

Abnormal B cell signaling has been linked to various diseases, including lupus, lymphoma and other immune disorders [40], suggesting that abnormalities in the BCR signaling pathway induced by miRNAs may contribute to the pathogenesis associated with chronic toxoplasmosis infection.

Analysis of miRNA–gene networks between immune-related target genes and DEMs revealed that target genes encoding TNFRSF4, C1QTNF7, CD27, IL1B, IL10RA, IL12RB1, IL17RA, IL17RC, CSF3 and TNFSF9 were all upregulated in SI-10 samples and downregulated in SI-50 samples, with the exception of TNFSF9 (downregulated in SI-10 samples and upregulated in SI-50 samples) (Fig. 7a and c). TNFRSF4 (OX40, CD134) and its binding partner are members of the TNFR/TNF superfamily and are involved in the control of inflammatory diseases and cancer [41]. CD27, a member of the TNF-receptor superfamily, is required for the maturation of conventional natural killer (NK) cells and the generation and long-term maintenance of T cell immunity and plays a key role in regulating B cell activation and immunoglobulin synthesis [42, 43]. IL-1β, IL-12, IL-17 and their receptors have also been shown to be important mediators of the inflammatory response [44–46] and play key roles in host immune responses induced by *T. gondii* infection [47]. Inhibition of IL-12 production is an important part of the immune evasion mechanism of *T. gondii* [48]. TNFSF9 was confirmed to play important roles during NK and B cell activation [49, 50]. Therefore, the differences in the expression patterns of cytokines regulated by miRNAs that we observed at 10 and 50 DPI may be due to differences in the host immune responses induced by acute and chronic *T. gondii* infections. Interestingly, only three cytokines were found to be involved in host immune regulation at 25 DPI (Fig. 7b). This seems to suggest that this time point may be a special phase of *T. gondii* infection.

C-type lectins, membrane-related receptors involved in the presentation of antigens, have been found to play important roles in *Trypanosoma cruzi*, *Leishmania* and *Neospora caninum* infections [51, 52]. In the present study, we found that a number of C-type lectins were regulated by miRNAs in SI-10 and SI-50 samples. Analysis of miRNA-gene networks between C-type lectins and DEMs showed that genes encoding CD209 (DC-SIGN), PKD1, CLEC17A and lymphocyte antigen 75 (LY75) were upregulated in SI-10 samples but were downregulated in SI-50 samples (Fig. 7d and e). Previous research has reported that the expression of CD209 on macrophages activates phagocytosis, mediates DC rolling interactions with endothelium, activates CD4^+^ T cells and initiates innate immunity by modulating TLRs [53, 54]. LY75 expressed on CD8^+^ DCs plays a role in antigen processing and presentation in the context of both MHC class I and class II molecules and generates T helper 1-mediated immune responses through an IL-12-independent and CD70-dependent mechanism [55]. The roles of those C-type lectins need to be confirmed in *T. gondii* infection. However, C-type lectins regulated by miRNAs clearly play important roles in both acute and chronic *T. gondii* infection in vivo.

## Conclusions

To our knowledge, this is the first report on miRNA expression profiles in the spleens of pig infected with *T. gondii*. A total of 109 DEMs, many of which are known to be involved in the host immune response, were found in pig spleens following *T. gondii* infection. Compared to 10 DPI (34 DEMs) and 25 DPI (6 DEMs), more differences in the expression of host miRNAs were found between the infected and control groups at 50 DPI (86 DEMs). GO and KEGG enrichment analyses suggested that *T. gondii* infection may modulate different host biological processes through DEMs. miRNA–gene network analysis revealed differences in the host immune response to acute and chronic *T. gondii* infection. This study provides a foundation for research on miRNA-target interactions during *T. gondii* infection in pigs. Furthermore, the findings of this study will contribute to the elucidation of the mechanisms responsible for susceptibility and to spleen pathophysiology of infection in other organisms, including humans.

## Methods

### Animals and experimental infection

A YZ-1 strain of *T. gondii*, obtained from a home-bred wild boar in Jiangsu Province, China in 2011, was cryopreserved in liquid nitrogen in our laboratory. The strain was confirmed to be ToxoDB PCR-RFLP genotype #9 (Chinese I) and shown to be virulent in mice in our previous study [23]. Twenty-four 5-week-old commercial pigs were provided by the Jiangsu Meilin Animal Husbandry Co., Ltd. (Jiangsu, China), and proven to be free from *T. gondii*, classical swine fever virus, porcine reproductive and respiratory syndrome virus, porcine pseudorabies virus, porcine parvovirus and porcine circovirus virus by specific IgM and IgG antibody tests using ELISA and the whole blood nucleic acid detection using PCR methods. All pigs were housed individually in standard breeding houses for 1 week prior to infection. All pigs were fed the same commercial food.

Pigs were randomly divided into the control group (9 pigs) or the infection group (15 pigs). Each pig in the infection group was intravenously injected with 5 × 10^7^ *T. gondii* tachyzoites. Pigs in the control group were injected with phosphate buffered saline (PBS) instead of tachyzoites. In addition, five ICR mice purchased from the Comparative Medicine Center of Yangzhou University (Yangzhou, China) were inoculated intraperitoneally with 200 tachyzoites to assess *T. gondii* viability.

### Clinical symptoms, histopathological examination and PCR detection

After infection, clinical symptoms were observed and rectal temperatures were measured twice daily. At 10, 25 and 50 days post-infection (DPI), three pigs from each group were sacrificed under deep anesthesia with sodium pentobarbital (200 mg/kg body weight) by captive bolt for small animals. The brain, liver, spleen, lungs and lymph nodes of pigs were collected for histopathological observation and for *T. gondii* detection using two PCR methods targeting the 529-bp repetitive sequence (AF146527) and B1 gene (AF179871) as previously described [56, 57], respectively. Each reaction comprised 1 × PCR Buffer (100 mM Tris-HCl, pH 8.3, 500 mM KCl, 15 mM MgCl_2_), 0.2 mM dNTP, 0.4 μM of each primer, 0.5 U of *Taq* DNA polymerase, and 2 μL of template to a total volume of 50 μL. The conditions for amplification were as follows: 95 °C for 4 min, 35 cycles of 94 °C for 30 s, 58 °C (60 °C for B1 gene) for 40 s, and 72 °C for 1 min, and a final step of 72 °C for 10 min. The genomic DNA of the YZ-1 strain was set as the positive control, whereas the tissue DNA of a pig, confirmed *T. gondii* infection-free by PCR, was the negative control for each reaction.

### Sample collection and RNA extraction

Spleens collected from pigs were thoroughly rinsed in PBS and immediately frozen in liquid nitrogen. The spleen samples were then stored at − 80 °C until RNA extraction.

Total RNA was prepared from individual spleen samples using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The quality and quantity of RNA samples were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and a Nanodrop 2000 (Thermo Scientific, Wilmington, MA, USA), respectively.

### Small RNA library preparation and sequencing

Three individual RNA samples with high RNA integrity values from each group at each of the time points were equally pooled. A total of 3 μg total pooled RNA was used as input material for the small RNA (sRNA) libraries. Thus, a total of six sRNA libraries were generated, including SI-10, SI-25 and SI-50 from samples collected from the infection group at 10, 25 and 50 DPI, respectively, and SC-10, SC-25 and SC-50 from samples collected from the control group at 10, 25 and 50 DPI, respectively. Libraries were generated using NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations and sequenced at the Novogene Bioinformatics Institute (Beijing, China) on an Illumina Hiseq 2500 platform (Illumina, San Diego, CA, USA) following the vendor’s instructions.

After sequencing, raw reads were processed using custom PERL and Python scripts. The sequencing error rate of each base was evaluated using the Phred score [58]. Clean reads were obtained by removing reads containing poly-N, reads with 5′ adapter contaminants, reads without the 3′ adapter or insert tags, reads containing poly A, T, G or C and low-quality reads from raw data. In addition, reads shorter than 18 nt or longer than 35 nt were discarded.

### Read mapping and annotation

All filtered sRNA tags were aligned onto the pig genome with Sscrofa 10.2 from Ensembl (http://www.ensembl.org/Sus_scrofa/Info/Index) using Bowtie without mismatch to analyze their expression and distribution [59].

To remove tags originating from protein-coding genes, repeat sequences, rRNA, tRNA, snRNA and small nucleolar RNA (snoRNA), sRNA tags were mapped to RepeatMasker (http://www.repeatmasker.org/), the Rfam database (http://rfam.xfam.org/). Known porcine miRNAs were then identified from the mapped sRNA tags using miRBase 20.0 (http://www.mirbase.org/). miREvo [60] and miRDeep 2 [61] were used to predict novel miRNAs by examining secondary structures. Custom scripts were also used to obtain the miRNA counts and the base bias on the first position of identified miRNAs of certain lengths and on each position of all identified miRNAs. In addition, miRNAs that might have base edits were detected by aligning all the sRNA tags to mature miRNA sequences, allowing a maximum of one mismatch. Furthermore, an exact match to highly conserved seed regions (positions 2–7 of the mature miRNA) [5] was used to classify different miRNA families. And families of mapped miRNAs were identified from other species using Rfam (http://rfam.xfam.org/search).

Full details of the sequence data were submitted to the Gene Expression Omnibus (GEO) public database (http://www.ncbi.nlm.nih.gov/geo/) with the GEO accession number GSE113130. The raw data are available in the NCBI Sequence Read Archive under the accession number PRJNA450089.

### Analysis of differentially expressed MiRNAs

miRNA expression levels were estimated by the number of transcripts per million clean tags (TPM) [62]. Differential expression analysis between groups was performed using the R package DEGseq (2010). *P* values were adjusted using *q* values [63]. The *q* value < 0.01 and |log_2_(fold change)| > 1 were set as the threshold values for differential expression.

### Predicted target genes of MiRNAs and bioinformatics analysis

To understand the cellular functions of DEMs and to identify their associated molecular pathways, target genes of DEMs were predicted using miRanda [64] and RNAhybrid [65]. GO (http://www.geneontology.org/) enrichment analysis of DEMs was performed using the R package GOseq with a gene length bias correction [66]. GO terms with a *P* value < 0.01 were considered significantly enriched with DEMs. Additionally, pathway analysis was used to classify DEMs into significantly enriched pathways (*P* < 0.05) according to KEGG (http://www.genome.jp/kegg/). We used KOBAS software for statistical tests of the enrichment of DEMs in KEGG pathways [67]. In addition, some DEMs-regulated pathways were analyzed by the KEGG map annotations [68, 69].

### MiRNA–gene networks

To gain insight into the interactions between miRNAs and target genes related to the immune response against *T. gondii* and to study the relationships between DEMs at different time points, miRNA-gene networks were created and visualized using Cytoscape 3.4.0 software [70].

### Quantitative real-time PCR validation

To verify sequencing results, 26 DEMs, including 24 known and two novel miRNAs, were selected and measured using SYBR green-based RT-qPCR. miRNA sequences and primers were synthesized by BGI Co. Ltd. (Shenzhen, China). Total RNA extracted from spleen samples was reverse transcribed into cDNA using a Mir-x™ miRNA First-Strand Synthesis and SYBR® RT-qPCR Kit (TaKaRa, Dalian, China) following the manufacturer’s instruction. Primers were used at 10 μM each to amplify target miRNAs in a 20 μl reaction mixture. RT-qPCR cycling conditions were as follows: 95 °C for 5 min; followed by 40 cycles of 95 °C for 5 s, 60 °C for 10 s, and 72 °C for 15 s; and melting curve analysis from 60 °C to 95 °C. Three replicates were included for all reactions. Primers provided by the kit were used to amplify the snRNA U6 as a housekeeping miRNA to normalize miRNA expression. The expression of each miRNA relative to U6 was calculated using the 2^−ΔΔCT^ method as described previously [71].

## Additional files

Additional file 1: **Table S1.** Top 20 most abundant miRNAs of each sample.

Additional file 2: **Table S2.** DEMs between SI-10 and SC-10 samples.

Additional file 3: **Table S3.** DEMs between SI-25 and SC-25 samples.

Additional file 4: **Table S4.** DEMs between SI-50 and SC-50 samples.

Additional file 5: **Table S5.** KEGG pathways of target genes of DEMs between the infected and control groups at 10, 25 and 50 DPI.

Additional file 6: **Figure S1.** Target genes of DEMs between the infected and control groups enriched in Hematopoietic cell lineage pathway at 10, 25 and 50 DPI, respectively.

Additional file 7: **Table S6.** DEMs induced by *T. gondii* at 10, 25 and 50 DPI regulating the gene expression in Hematopoietic cell lineage pathway.

Additional file 8: **Figure S2.** Target genes of DEMs between SI-50 and SC-50 samples enriched in Chagas disease pathway.

Additional file 9: **Table S7.** DEMs induced by *T. gondii* at 50 DPI regulating the gene expression in Chagas disease pathway.

Additional file 10: **Figure S3.** Target genes of DEMs between SI-50 and SC-50 samples enriched in BCR signaling pathway.

Additional file 11: **Table S8.** DEMs induced by *T. gondii* at 50 DPI regulating the gene expression in BCR signaling pathway.

## Abbreviations

CSF3: Colony stimulating factor 3
DCs: Dendritic cells
DEMs: Differentially expressed miRNAs
DPI: day Post-infection
EPO: Erythropoietin
GEO: Gene Expression Omnibus
GO: Gene ontology
IFN: Interferons
ILs: Interleukins
KEGG: Kyoto Encyclopedia of Genes and Genomes
LY: Lymphocyte antigen
NK: Natural killer
RT-qPCR: Quantitative reverse transcription real-time PCR
sRNA: Small RNA
TLR: Toll-like receptor
TNF: Tumor necrosis factors
TPM: The number of transcripts per million clean tags

How the deposited data were processed for this re-analysis (not part of the article)

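The measurements are read counts of mature miRNAs in 6 small RNA libraries of pig spleen, each made from RNA of 3 pigs pooled before library preparation, from infected and control pigs at 10, 25 and 50 DPI. Each condition has 1 library, and samples were assigned to conditions from their labels and the paper's methods.

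The authors removed adaptors and low-quality reads, aligned the clean reads to the Sscrofa10.2 genome with Bowtie without mismatch, assigned them to known miRNAs of miRBase and to miRNAs predicted with miREvo and miRDeep2, and deposited the raw count of reads for each detected mature miRNA. The authors also deposited a TPM value for each miRNA, which equals the count divided by the library's sum of miRNA counts and multiplied by 1000000. A miRNA missing from a library's list was taken as a count of 0. Positions of predicted miRNAs are those of the deposited data (Sscrofa10.2). Positions of known precursors come from a RefSeq gene table of Sscrofa11.1, which matched 279 of the 307 known miRNAs by precursor name. Positions of the 2 builds were not combined, and the table gives gene spans without exons or strands.

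The sums of miRNA counts lay between 2835441 in SC-10 and 6234064 in SI-10. In SC-10, 3 reads were worth 1.06 TPM, and changes of miRNAs near this level are not measurable. Standard errors of log2(fold change) were computed from the 2 counts, and shares of reads have 95% Wilson intervals. Both cover counting error only.

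For each time point, the infected library was compared with the control library. TMM factors were computed with edgeR 4.0.16 in R 4.3.3 on the 2 libraries, zeros were replaced by 0.5 normalised reads, and the MA-plot test with random sampling, as published for DEGseq, was written out in R, since DEGseq itself was not used here. The test is centred on the ratio of the sums of the normalised values. The q values follow Storey's method with a cubic smoother over all miRNAs with at least 1 read in either library. DEMs have q under 0.01 and an absolute log2(fold change) above 1. The same comparison was made for all 15 pairs of libraries. Correlations are Pearson's r of log10(TPM + 1) over 505 miRNAs. A contrast of the 3 infected with the 3 control libraries, with the time point as a block, used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on miRNAs with at least 10 counts in at least 3 libraries. Libraries of different time points are not replicates of a condition, so it is given only after the paper.

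The miRNAs named in the text are those the paper names in its text or Table 3, and at each time point the 3 upregulated and 3 downregulated DEMs with the largest change among those with at least 10 reads in at least 1 of the 2 libraries. The alternatives cover normalization by library total, TMM over 6 libraries and DESeq2 1.42.0 size factors, the thresholds, the adjustment of p, tests on raw counts, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, filters on low counts and predicted miRNAs, the replacement of zeros, a loess correction on GC content and the choice of control. Values against the geometric mean of the 3 control libraries use TMM factors over 6 libraries.

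Both tests were tested on simulated data made from the real means and library sizes, with 200 miRNAs changed by 2 on the log2 scale. For the comparison of 2 libraries, counting error was simulated without variation between pools. It recovered 98.8% of changed miRNAs with 100 or more reads and called 0% of the unchanged miRNAs, which says nothing about calls that arise from variation between pools. The contrast of 3 with 3 libraries recovered 99.1% of the changed miRNAs at a biological coefficient of variation of 0.3, with 4.42% of its calls on unchanged miRNAs, and 60.9% at 0.5. Target prediction, GO and KEGG enrichment, RT-qPCR and sequencing reads were not analysed here.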

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

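The tests of depth and of the most abundant miRNAs were chosen before the result was seen. The GC correction of SI-50 against SC-50 was set before the data were examined, and its use as a test of the difference of SC-50 and all other tests in this part were chosen only after the result was seen.

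For its DEMs, the paper compares infected with control libraries of the same day. It gives a correlation but no DEMs between control libraries. Of the 3 comparisons between control libraries, the 2 with SC-50 gave more miRNAs past the same thresholds than any of the paper's comparisons. There were 120 between SC-10 and SC-50 and 90 between SC-25 and SC-50, and SC-10 against SC-25 gave 21. The 5 pairs that include SC-50 had a median of 88 miRNAs (83 to 120), and the 10 pairs without it a median of 24.5 (5 to 49). The comparison of SI-50 with SC-50, with 83 miRNAs, thus has the lowest number among the pairs with SC-50. Technical and biological explanations were weighed. After a loess correction on the GC content of the mature miRNA, SI-50 against SC-50 gave 75 miRNAs. With the same correction of all pairs, chosen after seeing the values, the 5 pairs with SC-50 gave 75 to 112 and the 10 pairs without it 6 to 47. Among miRNAs with 100 or more reads in at least 1 of the 2 libraries, Spearman's rho between GC content and the log2 ratio of SI-50 to SC-50 was -0.315 before and -0.138 after the correction, so an effect of GC content was reduced and not removed. With all libraries thinned to the depth of SC-10, the pairs with SC-50 had a median of 91 miRNAs, against at most 43 in the other pairs. Without ssc-miR-143-3p, ssc-miR-148a-3p and ssc-miR-21, which each held over 10% of a library, the median was 103, against at most 64. Clusters were formed from mature miRNAs whose precursors lie within 10 kb of each other on Sscrofa11.1, and both arms of 1 precursor were also counted as a cluster. Of the 43 clusters, with 103 miRNAs, 22 held 1 precursor and 21 held 2 or more. Over all of them, 36.5% of the variance of the deviations of SC-50 lay within clusters, where 50% had been set as the mark of a sequence-dependent loss or gain after transcription. The other libraries had 19.6 to 35.3%, while the standard deviation within clusters was 1.48 on the log2 scale in SC-50 and 0.36 to 0.57 in the others. Over the 59 miRNAs of the 21 clusters with 2 or more precursors, an alternative chosen after seeing the values, the share was 37.7% in SC-50 and 16.9 to 44.7% in the others. Members of 1 cluster lay far apart in SC-50, as with -7.41 for ssc-miR-144 and -0.96 for ssc-miR-451. A sequence-dependent loss can also add to the variance between clusters, so the share does not exclude this explanation. The number of changed miRNAs was also compared between SI-50 and SC-50, as a look at infection and age at 50 DPI. SI-50 differed from SC-10 and SC-25 in 36.5 miRNAs on average, and SC-50 in 105. From the 4 libraries of 10 and 25 DPI, SI-50 differed in 36.8 miRNAs on average and SC-50 in 95.8. These averages are taken over the same pairs of libraries in which the difference of SC-50 was seen, so they restate it and do not test infection or age. A sequence-dependent loss or gain after transcription remains possible. Batches of library preparation, the quality of the pooled RNA, the choice of pigs in the pool and an exchange of labels were not tested and remain possible. In the sequencing data, with 1 library per condition, the changes at 50 DPI cannot be told apart from a property of SC-50. The paper also measured selected DEMs with RT-qPCR on spleen RNA, apart from the sequencing libraries. Its bars in Fig. 8b, read by eye, had the sequencing direction in 26 of 26 comparisons, 16 of them at 50 DPI. For these DEMs the direction thus did not rest on library preparation alone. RNA quality and the choice of pigs stay open, and the RT-qPCR values were not analysed here.

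A set of 11 miRNAs passed the thresholds in opposite directions at different time points. The differences between time points were not tested, because each rests on 1 pair of libraries. The log2(fold change) differed between time points by 4.41 for ssc-miR-127 (1.54 at 10 DPI and -2.87 at 50 DPI), 3.70 for ssc-miR-133b (-1.39 and 2.31), 3.61 for ssc-miR-222 (1.55 and -2.06), 3.44 for ssc-miR-374a-5p (-1.56 and 1.88), 2.89 for ssc-miR-221-5p (1.86 and -1.04), 2.82 for ssc-miR-7 (1.32 and -1.50), 2.70 for ssc-miR-195 (-1.50 and 1.20), 2.67 for ssc-miR-151-3p (1.04 and -1.63), 2.61 for ssc-miR-221-3p (1.24 and -1.38), 2.60 for ssc-miR-122 (1.25 at 25 DPI and -1.35 at 50 DPI) and 2.55 for ssc-miR-30b-5p (-1.12 and 1.42). For ssc-miR-127 the direction already differed between 10 and 25 DPI (1.54 and -1.23), without SC-50. The reversals of the other 10 all rest on the comparison with SC-50, which differed from SC-10 and SC-25 in 105 miRNAs on average, while SI-50 differed from them in 36.5. A stage-dependent response and a property of SC-50 may both give the reversals of these 10, and these libraries cannot tell them apart.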

How the results depend on the processing

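The alternatives were set before the data were examined, except for those named below as chosen after seeing the data. The cause of a change was not tested.

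The number of DEMs stayed within 1.5 times the reported 34, 5 and 83 under library totals (40, 5 and 102), TMM over 6 libraries (36, 6 and 83), DESeq2 size factors (35, 5 and 84), q under 0.001 (30, 5 and 76), Benjamini-Hochberg adjustment (34, 5 and 83), at least 10 reads (37, 6 and 92), known miRNAs only (32, 6 and 87), pseudocount 1 (32, 5 and 82) and the GC correction (35, 6 and 75). With a log2 threshold of 2 the numbers were 5, 0 and 26. With the MA-plot test on raw counts they were 55, 16 and 117, and with Fisher's exact test 48, 15 and 112. With edgeR's exact test they were 11, 1 and 72 at an assumed biological coefficient of variation of 0.2, and 1, 0 and 14 at 0.4. In 2 alternatives chosen after seeing the data, q over miRNAs read in both libraries or above 4 normalised reads in one gave 34, 6 and 86, and a test centred on equal TMM-normalised values gave 32, 5 and 80. The 1 miRNA upregulated at all time points, ssc-miR-144, became 0 without TMM factors, since its log2(fold change) at 25 DPI was then 0.957.

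The median over the 5 pairs with SC-50 was 88, and it was 38 with a log2 threshold of 2 and 19 at an assumed variation of 0.4. Over the 10 other pairs it was 24.5, and 43.5 with library totals, 4 with a threshold of 2 and 0.5 at an assumed variation of 0.4. The pairs with SC-50 kept the higher median in each of these alternatives.

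The lowest r between libraries, 0.949, was 0.900 squared, 0.599 without the log scale, 0.871 as Spearman's rho, 0.880 with pseudocount 0.01, 0.927 for known miRNAs and 0.905 for miRNAs with at least 10 reads in at least 1 library. The highest, 0.995, was 0.990, 0.996, 0.939, 0.943, 0.994 and 0.992 in the same order. Each alternative gives its own lowest or highest value over the 15 pairs, and the pair that holds it can change. Of the 25 predicted miRNAs read in all libraries, 11 had at least 3 reads and 0 at least 10 in each. Of the 10 most abundant miRNAs, 8 were shared, against 13 of the 20 most abundant.

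The contrast over the 3 time points with the time point as a block gave 0 miRNAs at an adjusted p under 0.05 and 2 at an unadjusted p under 0.05, and 0 and 0 without the block. With no filter beyond 1 count it gave 1, ssc-miR-144. DESeq2 gave 0, with 7 at an unadjusted p under 0.05, and 0 to 0 miRNAs passed when the libraries of each time point were left out in turn. The block compares the infected with the control library of each time point. Within a time point no paired analysis was possible because each condition has 1 library.

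Relative to the geometric mean of the 3 control libraries, 5 of 61 named log2 fold changes reversed: novel_154 at 10 DPI to 0.73, ssc-miR-181a at 25 DPI to 0.14, and at 50 DPI ssc-miR-17-5p to -0.15, ssc-miR-328 to 0.53 and ssc-miR-493-5p to 0.38. A further 33 no longer passed a log2 fold change of 1. This mean brings SC-50, which differed most from the other libraries, into the comparisons at 10 and 25 DPI. At 10 DPI the value moved from 1.54 to 0.17 for ssc-miR-127 and from 1.66 to 4.67 for ssc-miR-144. The values against this mean therefore carry the difference of SC-50 at every time point. No sign reversed under library totals, DESeq2 size factors, pseudocount 1 or the GC correction. Both thresholds were no longer passed by 5 under library totals, 2 with pseudocount 1 and 6 after the GC correction. Under library totals 2 newly passed them, and with DESeq2 size factors 0 changed. These counts concern the thresholds, and other values moved too. At 50 DPI ssc-miR-21 went from 1.72 to 1.11 under library totals, and ssc-let-7a from -1.004 to -1.48 after the GC correction. The depth of SC-10 limits results for miRNAs near 1.06 TPM.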

Differences from the paper's values

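The lowest correlation between libraries, for SC-10 and SC-50, was 0.949, and the paper's value is 0.90. The highest, for SI-25 and SC-25, was 0.995, and the paper's value is 0.99. Of the alternatives set before the data were examined, the squared coefficients, 0.900 and 0.990, round to the paper's values for both. The filter on at least 10 reads in at least 1 library, with 0.905 (0.9049) and 0.992, also rounds to both at 2 decimals, and known miRNAs only, with 0.994, rounds to the highest but not, with 0.927, to the lowest. The other alternatives round to neither. Apart from the squared coefficients, the alternatives give the lowest and highest value over all pairs, which need not belong to the 2 pairs named here. Fig. 3, whose scale is written as R2, prints 0.900 and 0.990 for these pairs, the values of the squared coefficients.

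The log2(fold change) of ssc-miR-500 at 10 DPI was 1.06, against about 1.5 for its RNA-Seq bar in Fig. 8b, read by eye. That of ssc-miR-486 was 1.46, against about 1.1 in Fig. 8b, read by eye. The paper's Table S2 lists 1.0598 for ssc-miR-500 and 1.4562 for ssc-miR-486. No alternative was set for a value read from a figure. The paper's text excepts ssc-miR-361-3p from the correspondence of RT-qPCR with sequencing. In Fig. 8b, read by eye, both of its bars are above 0, and its sequencing log2(fold change) was 1.30.

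The normalised reads of ssc-miR-432-5p and of novel_262 in SI-50 were 0.791 each, from 3 reads, whereas the paper's Table S4 lists 0 for both. No alternative was set for these values.

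The number of DEMs was 34, 5 and 83, and the paper's is 34, 6 and 86. The log2(fold change) of all 126 published entries was within 4.99e-05 of the published value. The paper lists ssc-miR-335 at 25 DPI and ssc-miR-194a, ssc-miR-432-5p and novel_262 at 50 DPI as DEMs, which did not pass q under 0.01 here when q was taken over all miRNAs read in either library. The alternatives that reach 6 at 25 DPI are TMM over 6 libraries, at least 10 reads, known miRNAs only and the GC correction, and none of those set before the data were examined gives 86 at 50 DPI. An alternative chosen after seeing the values, q over miRNAs read in both libraries or above 4 normalised reads in one, gives 34, 6 and 86.

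The paper names miR-181a among its DEMs, and the log2(fold change) of ssc-miR-181a was -0.13, -0.11 and -0.50 at 10, 25 and 50 DPI, and -1.11 at 50 DPI under library totals. The results text names ssc-miR-542-5p among the miRNAs measured with RT-qPCR, where Table 3 and Fig. 8 name ssc-miR-542-3p. The methods give TPM relative to clean tags, and the deposited TPM are relative to miRNA reads.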

Other observations

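All tests in this part were chosen only after the result was seen, except for the contrast over the 3 time points.

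Counting error alone sets the q values of the comparisons, and variation between pools may add to the number of DEMs. The 6 pairs of libraries with the same infection status had a median of 37 miRNAs past the thresholds, and the 3 pairs of infected and control libraries of 1 time point a median of 34. The 4 pairs of the same status without SC-50 had a median of 23 (17 to 49), so the pairs with SC-50 raise the median of the 6. Pairs of the same status also differ in time point, so the difference cannot be told apart from age.

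Over the 3 time points, edgeR's quasi-likelihood test with the time point as a block found 0 of 251 miRNAs at an adjusted p under 0.05 and 2 at an unadjusted p under 0.05. The smallest adjusted p of the edgeR test was 0.975, shared by several miRNAs. The 2 miRNAs were ssc-miR-21 (log2 fold change 1.13) and ssc-miR-144 (log2 fold change 2.54), each higher in the infected library at 3 of 3 time points. The common biological coefficient of variation was 0.504. The 4 splits of the 6 libraries that part the libraries of each time point show nothing at an adjusted p under 0.05. The split by infection gave 0 miRNAs there, so no split could give fewer. At an unadjusted p under 0.05, all 4 gave at least 2, up to 18 for the split of SI-10, SI-25 and SC-50 against the rest. With 3 against 3 libraries there are 10 splits in all, so no share under 0.05 can be reached. With no filter beyond 1 count, ssc-miR-144 had an adjusted p = 0.025 in the same test.

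The red cell miRNAs ssc-miR-144, ssc-miR-451 and ssc-miR-486 were higher in SI-10 than in SC-10, with a median log2(fold change) of 1.46 (1.18 to 1.66). Among 10000 random lists matched on expression this median lay at percentile 100, at 25 DPI it was 0.22 at percentile 85.2, and at 50 DPI 0.31 at percentile 65.2. The muscle miRNAs ssc-miR-1, ssc-miR-133a-3p, ssc-miR-133b, ssc-miR-206 and ssc-miR-499-5p had a median log2(fold change) of -0.99 (-1.43 to 0.45) at 10 DPI, at percentile 0.06. It was -0.21 (-0.38 to 0.26) at 25 DPI, at percentile 16.3, and 1.86 (-0.38 to 2.31) at 50 DPI, at percentile 99.7. Except for the red cell list at 10 DPI, members of each list went in both directions. A different content of blood or muscle in the pooled spleen samples is a candidate explanation. Members of the lists had been seen among the DEMs before the lists were written, so the percentiles do not decide it.

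In the MA-plot test on TMM-normalised values, the centre is the log2 ratio of the sums of these values, which was 0.22, 0.15 and 0.61 at 10, 25 and 50 DPI. The q values therefore test the ratio of TPM, while the fold change threshold is applied to the TMM-normalised ratio. Replacing zeros by 0.5 normalised reads sets a value above 1 read in every library. Of the miRNAs read in 1 of the 2 libraries, 76 of 104, 80 of 93 and 86 of 118 at the 3 time points had a log2(fold change) of the opposite sign to their reads.

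The share of clean reads counted on miRNAs was 20.3% in SC-10 and 39.8 to 46.5% in the other 5 libraries. No explanation was tested.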
